# The RNA-binding protein IGF2BP3 is critical for MLL-AF4-mediated leukemogenesis

**DOI:** 10.1038/s41375-021-01346-7

**Published:** 2021-07-29

**Authors:** Tiffany M. Tran, Julia Philipp, Jaspal Singh Bassi, Neha Nibber, Jolene M. Draper, Tasha L. Lin, Jayanth Kumar Palanichamy, Amit Kumar Jaiswal, Oscar Silva, May Paing, Jennifer King, Sol Katzman, Jeremy R. Sanford, Dinesh S. Rao

**Keywords:** Leukaemia, Cancer stem cells, Oncogenes

## Abstract

Despite recent advances in therapeutic approaches, patients with MLL-rearranged leukemia still have poor outcomes. Here, we find that the RNA-binding protein IGF2BP3, which is overexpressed in MLL-translocated leukemia, strongly amplifies MLL-Af4-mediated leukemogenesis. Deletion of *Igf2bp3* significantly increases the survival of mice with MLL-Af4-driven leukemia and greatly attenuates disease, with a minimal impact on baseline hematopoiesis. At the cellular level, MLL-Af4 leukemia-initiating cells require *Igf2bp3* for their function in leukemogenesis. At the molecular level, IGF2BP3 regulates a complex posttranscriptional operon governing leukemia cell survival and proliferation. IGF2BP3-targeted mRNA transcripts include important MLL-Af4-induced genes, such as those in the *Hoxa* locus, and the Ras signaling pathway. Targeting of transcripts by IGF2BP3 regulates both steady-state mRNA levels and, unexpectedly, pre-mRNA splicing. Together, our findings show that IGF2BP3 represents an attractive therapeutic target in this disease, providing important insights into mechanisms of posttranscriptional regulation in leukemia.

## Introduction

Chromosomal rearrangements of the mixed-lineage leukemia (*MLL*, *KMT2A*) gene are recurrently found in a subset of acute lymphoblastic leukemia (ALL), acute myeloid leukemia (AML), and acute leukemia of ambiguous lineage [1]. Despite recent advances in therapeutic approaches, patients with *MLL*-rearranged leukemia have poor outcomes, high risk of relapse, and show resistance to novel targeted therapies [2, 3]. *MLL* encodes an H3K4 methyltransferase required for hematopoietic stem cell (HSC) development during both embryonic and adult hematopoiesis [4–7]. Many translocation partners for *MLL*, including *AF4 (AFF1)*, encode proteins that regulate transcriptional elongation [8–14]. Of more than 90 translocation fusion partner genes, *MLL-AF4* (*KMT2A-AFF1*) is the most common *MLL* fusion protein in patients [15]. Biologically, *MLL*-*AF4*-driven leukemia is a distinct entity compared to non-MLL-rearranged leukemias, with a unique gene expression profile showing significant overlap with stem cell programs [16–18].

At the posttranscriptional level, emerging evidence suggests a role for microRNAs, RNA-binding proteins (RBP), and other RNA-based mechanisms in regulating gene expression during leukemogenesis [19–21]. We recently identified the oncofetal RBP Insulin like growth factor 2 mRNA binding protein 3 (IGF2BP3) as an important regulator of gene expression in *MLL*-rearranged B-ALL [22]. IGF2BP3 is expressed during embryogenesis, lowly expressed in healthy adult tissues, and strongly reexpressed in cancer cells [23]. Elevated levels of IGF2BP3 expression are correlated with diminished patient survival in many cancers and may be a marker of disease aggressiveness in B-ALL [24–26]. Previously, we determined that overexpression of IGF2BP3 in bone marrow (BM) of mice led to a pathologic expansion of hematopoietic stem and progenitor cells (HSPC). IGF2BP3 interacted with and upregulated oncogenic transcripts (e.g., MYC, CDK6) via the 3′UTR, contributing to the pathologic proliferative phenotype [22]. Together, these studies illuminated a novel role for posttranscriptional gene regulation in the pathologic proliferation of HSPCs.

Experimentally, MLL-AF4-driven leukemogenesis has been studied using a range of in vitro and in vivo models leading to significant progress in our understanding of MLL-rearranged leukemia [16, 27–31]. Here, we explicitly tested the requirement for *Igf2bp3* in a bona-fide model of MLL-Af4-driven leukemogenesis [32]. Deletion of *Igf2bp3* significantly increased survival of MLL-Af4 transplanted mice and decreased the numbers and self-renewal capacity of MLL-Af4 leukemia-initiating cells (LICs). Mechanistically, we found that IGF2BP3 targets and modulates the expression of transcripts encoding regulators of leukemogenesis, through multiple posttranscriptional mechanisms. Together, our findings show that IGF2BP3 is a critical regulator of MLL-AF4-mediated leukemogenesis and a potential therapeutic target in this disease.

## Methods

### Molecular biology assays

ChIP-PCR on RS4;11 and SEM cells were performed as previously described [33]. IGF2BP3 ChIP primer sequences were kindly provided by Dr. James Mulloy (University of Cincinnati) [32]. Protein and mRNA extracts were prepared, and western blot/RT-qPCR performed as previously described [34]. Primers and antibodies are listed in Table S1.

### Plasmids, retroviral transduction and BM transplantation (BMT)

The MSCV-MLL-FLAG-*Af4* plasmid was kindly provided by Michael Thirman (University of Chicago) through MTA [32]. Nontargeting (NT) or *Igf2bp3* sgRNA was cloned into an in-house MSCV-hU6-sgRNA-EFS-mCherry vector [35]. Retroviral transduction and BMT are previously described [34, 36]. 5-FU enriched BM and Lin− cells were spin-infected four times with MSCV-*MLL*-FLAG-*Af4* virus at 30 °C for 45 min with polybrene and selected with 400 μg/ml G418 for 7 days. MLL-Af4 Cas9-GFP cells were retrovirally infected with MSCV-hU6-sgRNA-EFS-mCherry.

### Mice

C57BL/6J and B6J.129(Cg)-Gt(ROSA)26Sor^tm1.1(CAG-cas9*,-EGFP)Fezh^/J (Cas9-GFP BL/6J) mice were from Jackson Laboratory. The UCI Transgenic Mouse Facility utilized CRISPR-Cas9 to insert loxP sites flanking exon 2 of *Igf2bp3* to generate *Igf2bp3*^f/f^ mice. To generate conditional KO, *Igf2bp3*^f/f^ mice were bred with Vav1-Cre mice. Consistent with prior reports, this strategy led to “leaky” Cre expression, resulting in germline deletion [37–39]. To isolate floxed and deletion (del) alleles, mice were back-crossed onto C57BL/6 mice with successful germline, Mendelian transmission of del and floxed alleles in two successive generations (Table S2). Mice heterozygous for del allele were mated, leading to homozygous *Igf2bp3* deletion and *Igf2bp3*^del/del^ mice (I3KO) used in this study. Blinding or randomization was not applied to mice experiments.

### Cell culture and flow cytometry

RS4;11, SEM, 70Z/3, and HEK293T cell lines were cultured as previously described [34]. Lin− cells were cultured in IMDM with 15% FBS supplemented with SCF, IL-6, FLT3, and TPO. CD11b+ cells were isolated from splenic tumors for positive selection by MACS (Miltenyi). Blood, BM, thymus, and spleen were collected from mice at indicated time points and staining performed as previously described [22]. Antibodies are provided in Table S1. Flow cytometry was performed on a BD FACS LSRII and analysis using FlowJo software.

### Histopathology

Fixation, sectioning, and analysis were performed as previously described (DSR) [36].

### Competitive repopulation assay and secondary leukemia transplantation

Competitive repopulation experiments are previously described [22]. For leukemia transplantation, BM was collected from WT/MLL-Af4 or I3KO/MLL-Af4 mice that succumbed to leukemia at 10–14 weeks post transplantation and injected into 8-week-old immunocompetent CD45.1+ female mice.

### RNA-seq

Single-end, strand-specific RNA sequencing was performed on Illumina HiSeq3000 for Lin− and CD11b+ samples, 15–20 million reads/sample (UCLA Technology Center for Genomics & Bioinformatics). Analysis is previously described [22]. RNA-seq reads were mapped to the mouse genome assembly mm10 using STAR version X. Repeat sequences were masked using Bowtie 2 [40] and RepeatMasker [41]. Differentially expressed genes (DEGs) were identified using DESeq2 [42] (CD11b+) and fdrtool [43] (Lin−). Multiple testing correction used the Benjamini–Hochberg method. Significant DEGs have adjusted *P* value < 0.1 and log2FC > 1. Data collection and parsing were completed with bash and python2.7. Statistical analyses were performed using R version 3.5.1. Enrichment analyses were completed with Metascape [44] and gene set enrichment analysis (GSEA) using GSEAPreranked after π-value calculation [45–47].

### Alternative splicing estimation

Mixture of Isoforms (MISO) Bayesian inference model v0.5.4 with mm10 “exon-centric annotation” quantified alternative splicing events [48]. Percent spliced in (PSI) was quantified for each event by number of read counts supporting both events and unique reads to each isoform. Delta PSI was calculated by subtracting from WT. Significant differential events had delta PSI > 0.1, Bayes factor ≥ 10, and sum of exclusion and inclusion reads ≥ 10.

### Enhanced crosslinking-immunoprecipitation (eCLIP)

eCLIP was completed on a minimum of two biological replicates with two technical replicates and size matched input (smInput) samples (Eclipse BioInnovations). Overall, 5 × 10^5^ cells were UV crosslinked (245 nm, 400 mJoules/cm^2^), RNAse I treated, and immunoprecipitated with anti-IGF2BP3 antibody (MBL RN009P) coupled to magnetic Protein G beads. Paired-end RNA-seq was performed on Illumina HiSeq4000 (UCSF Genomics Core Facility). Peaks were called using CLIPper [49] and filtered on smInput (FS1). HOMER [50] annotatePeaks.pl and findMotifs.pl provided peak genomic locations and motif enrichment. Background for peaks within DEGs was simulated using bedtools [51] and shuffled 1000 times.

### Statistics

Data represent mean ± SD for continuous numerical data, unless otherwise noted in figure legends. One-way ANOVA followed by Bonferroni’s multiple comparisons test (>2 groups) or two-tailed Student’s *t* tests were performed using GraphPad Prism software.

## Results

### IGF2BP3 is integrated into the MLL-AF4 transcriptional program

To understand the overlap of transcriptional and posttranscriptional regulation in *MLL*-rearranged leukemia, we compared IGF2BP3-regulated targets with a published MLL-Af4 ChIP-Seq dataset [22, 32]. Transcripts modulated by IGF2BP3 were significantly enriched for MLL-Af4-bound genes (Fig. 1a; Supplementary Fig. 1a). Interestingly, IGF2BP3 itself was a direct transcriptional target of MLL-Af4, with binding sites within the first intron and promoter region (Supplementary Fig. 1b) [32]. To confirm, we performed ChIP-PCR assays on RS4;11 and SEM, human MLL-AF4 translocated B-ALL cell lines, and determined that the first intron of *IGF2BP3* is strongly bound by MLL-AF4 (Fig. 1b; Supplementary Fig. 1c). This MLL-AF4 binding was abrogated when SEM cells were treated with the DOT1L inhibitor, EPZ5676, and the bromodomain inhibitor, IBET-151 (Fig. 1c; Supplementary Fig. 1d) [52]. Furthermore, we observed an MLL-AF4-dose-dependent increase in luciferase reporter activity, using the promoter region upstream of the IGF2BP3 transcription start site (Supplementary Fig. 1e). In the murine pre-B 70Z/3 cell line and primary murine BM cells, transduction with retroviral MLL-Af4) [32] caused an ~64-fold upregulation of *Igf2bp3* mRNA (Fig. 1d, e). Concordantly, IGF2BP3 protein was upregulated in MLL-Af4-transduced primary BM cells (Fig. 1f). Furthermore, enforced expression of another MLL fusion protein, MLL-AF9, and other non-MLL leukemia drivers, including AML1-ETO, MYC, and NRAS in primary HSPCs, show that the upregulation of *Igf2bp3* is specific to MLL-Af4 (Supplementary Fig. 1f). These findings of *Igf2bp3* specificity are in line with those that we and others have previously reported, as well as in publicly available datasets [22, 26, 53]. Interestingly, induced expression of structurally and functionally related paralogs *Igf2bp1* and *Igf2bp2* was noted with enforced expression of non-MLL-Af4 oncogenic drivers, again in concordance with observations in human leukemia (Supplementary Fig. 1g, h) [22, 26, 54]. Taken together, these findings demonstrate that MLL-Af4 specifically drives the expression of *Igf2bp3* in vivo.

**Fig. 1:**
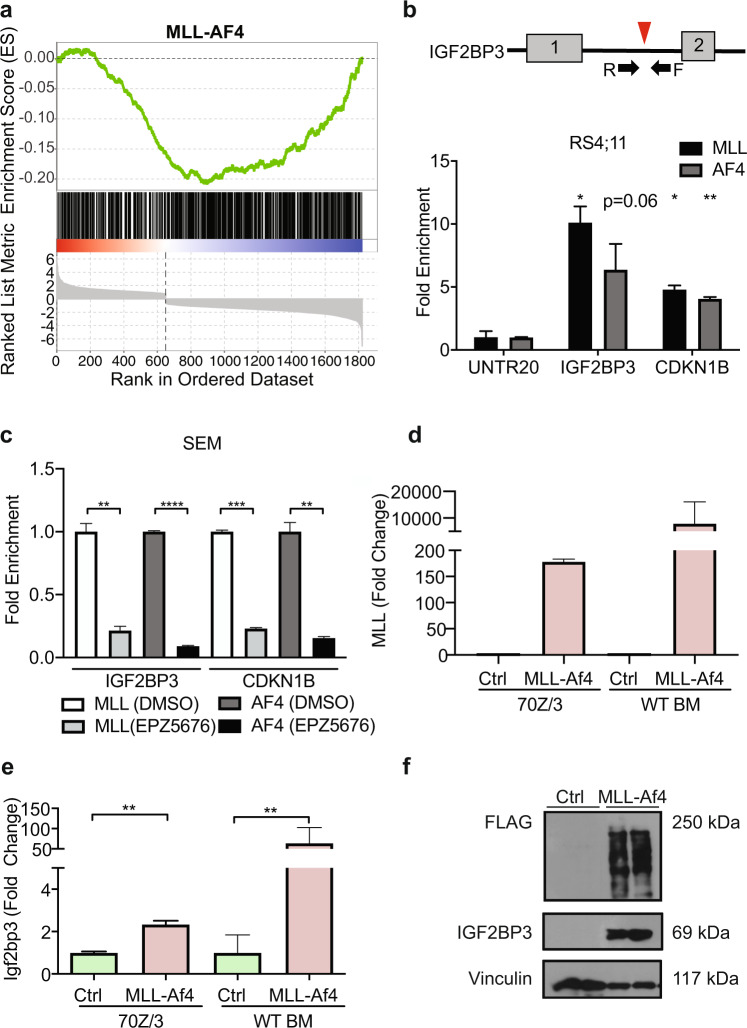
MLL-AF4 transcriptionally induces IGF2BP3. **a** GSEA of differentially expressed genes from IGF2BP3 depleted RS4;11 cells shows significant negative enrichment with MLL-AF4 ChIP targets (nominal *P* value: 0.001, FDR: 0.001, Normalized ES: −1.54)). **b** Schematic of MLL-AF4 binding site in intron 1 of IGF2BP3 (top). ChIP-qPCR shows fold enrichment for IGF2BP3 and CDKN1B with MLL and AF4 IP in RS4;11. Normalized to UNTR20, an untranscribed region (*t* test; *P < 0.05, **P < 0.01). **c** Fold enrichment from ChIP-qPCR of SEM cells show reduced binding of MLL-AF4 to IGF2BP3 with treatment of the DOT1L inhibitor, EPZ5676. Normalized to DMSO. (*t* test; **P < 0.01, ***P < 0.001, ****P < 0.0001). **d** Expression of MLL through RT-qPCR of 70Z/3 transduced with either control (Ctrl) or MLL-Af4 vector selected with G418 and MLL expression at the RNA level in the BM of WT recipients transplanted with Ctrl or MLL-Af4 HSPCs. **e** Induction of *Igf2bp3* at the RNA level in selected 70Z/3 with MLL-Af4 and in the BM of WT recipients transplanted with Ctrl or MLL-Af4 HSPCs (bottom) (*t* test; **P < 0.01). **f** Induction of IGF2BP3 at the protein level in BM from mice transplanted with MLL-Af4-transduced WT donor HSPCs.

### Normal hematopoiesis is maintained in Igf2bp3 KO mice

To test the in vivo requirement for IGF2BP3 in leukemogenesis, we generated an *Igf2bp3* KO (I3KO) mouse. We initially generated a floxed *Igf2bp3* allele (f/f; Supplementary Fig. 2a) using CRISPR-Cas9. In the course of mating these mice with Vav1-Cre mice, we serendipitously generated a germline knockout allele (del), which we isolated and characterized (Supplementary Fig. 2b). This has been previously reported in the Vav1-Cre mouse strain, which displays “leaky” Cre expression resulting in germline deletion [37–39]. Mendelian inheritance was confirmed for the isolated germline del allele, although distribution of genotypes was marginally skewed (Table S2). Deletion of *Igf2bp3* was confirmed at the DNA, RNA, and protein level (Supplementary Fig. 2c–e). These *Igf2bp3*^*del/del*^ (I3KO) mice were used in this study. Immunophenotyping of I3KO mice showed no significant differences in numbers of HSPCs in the BM compared to WT (Supplementary Fig. 2f). I3KO mice showed similar numbers of myeloid-lineage progenitors (CMPs, GMPs, and MEPs) (Supplementary Fig. 2g), normal B-cell development [55] (Supplementary Fig. 2h), and normal numbers of mature B lymphoid, T lymphoid, and myeloid lineages in the BM and spleen (Supplementary Fig. 2i, j). Hence, I3KO mice demonstrate preserved normal, steady-state adult hematopoiesis.

### Igf2bp3 deletion increases the latency of MLL-Af4 leukemia and survival of mice

Next, we queried MLL-Af4-mediated leukemogenesis in I3KO mice, utilizing BMT (Supplementary Fig. 3a). Retroviral MLL-Af4 transduction was equivalent between WT and I3KO donor BM, based on DNA copy number (Supplementary Fig. 3b) and western blot analysis (Supplementary Fig. 3c). Following transplantation of transduced HSPCs, *Igf2bp3* loss significantly increased both leukemia-free and overall survival of MLL-Af4 mice (Fig. 2a, b). The median survival of I3KO/MLL-Af4 mice was greater than 157 days, compared to 103 days for control mice. White blood cell (WBC) and myeloid cell counts in I3KO/MLL-Af4 mice were significantly reduced, compared with the control mice (Fig. 2c; Supplementary Fig. 3d). On average, I3KO/MLL-Af4 mice became overtly leukemic much later than the control mice peripheral blood (112 versus 70 days) (Fig. 2c). Concordantly, peripheral blood smears showed reduced circulating blasts in I3KO/MLL-Af4 mice (Supplementary Fig. 3e). Together, these findings indicated that *Igf2bp3* is required for efficient MLL-Af4-mediated leukemogenesis.

**Fig. 2:**
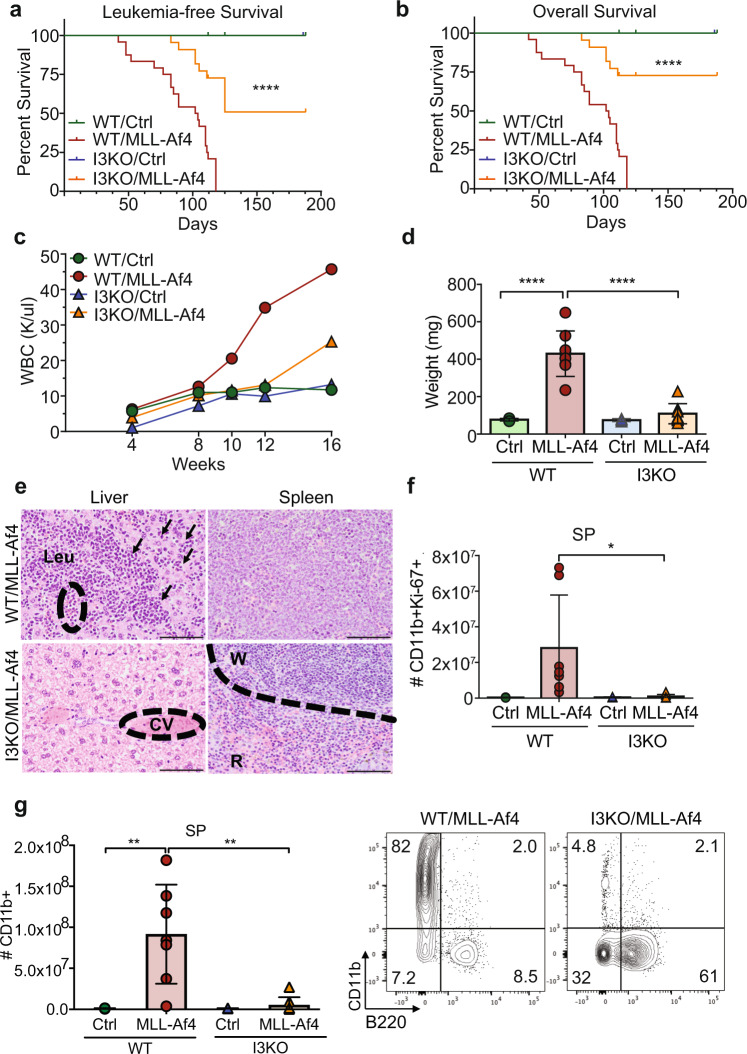
Igf2bp3 deletion delays leukemogenesis and reduces disease severity. **a** Leukemia-free survival of mice transplanted with control (Ctrl) or MLL-Af4-transduced HSPCs from WT or Igf2bp3 KO mice (Kaplan–Meier method with log-rank test; ****P < 0.0001). **b** Overall survival of mice transplanted with Ctrl or MLL-Af4-transduced HSPCs from WT or I3KO mice (*n* = 12 WT/Ctrl, *n* = 24 WT/MLL-Af4, *n* = 7 I3KO/Ctrl, *n* = 22 I3KO/MLL-Af4; Kaplan–Meier method with log-rank test; ****P < 0.0001). **c** Time course of WBC in the PB of mice transplanted with Ctrl or MLL-Af4-transduced HSPCs from WT or I3KO mice (data represented as means of three experiments; *n* = 4 Ctrl, *n* = 8 MLL-Af4 per experiment). **d** Spleen weights of mice transplanted with Ctrl or MLL-Af4-transduced HSPCs from WT or I3KO mice at 14 weeks (*n* = 4 Ctrl, *n* = 8 MLL-Af4; one-way ANOVA followed by Bonferroni’s multiple comparisons test; ****P < 0.0001). **e** H&E staining of liver and spleen of mice transplanted with mice transplanted with MLL-Af4-transduced HSPCs from WT or I3KO mice at 14 weeks. Scale bar: 100 μm; CV central vein; W white pulp; R red pulp; Leu leukemia; arrows showing infiltration. **f** Quantitation of CD11b+Ki67+ cells in the spleen at 14 weeks post transplantation (*n* = 4 Ctrl, *n* = 8 MLL-Af4; one-way ANOVA followed by Bonferroni’s multiple comparisons test; *P < 0.05). **g** (Left) Number of CD11b+ in the SP of recipient mice that received Ctrl or MLL-Af4-transduced HSPCs from WT or I3KO mice at 14 weeks (one-way ANOVA followed by Bonferroni’s multiple comparisons test; **P < 0.01). (Right) Corresponding representative FACS plots showing CD11b+ and B220+ cells in the SP.

### Igf2bp3 modulates disease severity in MLL-Af4-driven leukemia

The MLL-Af4 model utilized here causes a highly penetrant, aggressive form of leukemia in mice. In timed experiments, I3KO/MLL-Af4 transplanted mice showed a highly significant, approximately fourfold reduction in spleen weights at 14 weeks post transplant compared to WT/MLL-Af4 mice (Fig. 2d). I3KO/MLL-Af4 mice showed reduced infiltration of the spleen and liver by leukemic cells, which obliterated normal tissue architecture in WT/MLL-Af4 mice (Fig. 2e). In line with this, I3KO/MLL-Af4 transplanted mice showed a significant reduction in CD11b+ cells, which were less proliferative (CD11b+Ki67+), both in the spleen (~30-fold) and BM (~2.5-fold) at 14 weeks (Fig. 2f, g; Supplementary Fig. 3f, g). Thus, *Igf2bp3* deletion significantly reduces tumor burden and attenuates disease severity in MLL-Af4 transplanted mice.

### Igf2bp3 is required for LIC function in vitro

Several studies highlight the importance of LICs in both human and mouse leukemia. In the MLL-Af4 model, LICs show expression of CD11b and c-Kit [17, 32, 56]. Given our findings of delayed initiation and decreased disease severity, we characterized these LICs (CD11b+c-Kit+) in I3KO/MLL-Af4 transplanted mice, finding a significant tenfold decrease in numbers in the spleen and fivefold decrease in the BM at 14 weeks (Fig. 3a, b). After confirming deletion of IGF2BP3 at the protein level in immortalized HSPCs (Lin−) from WT/MLL-Af4 and I3KO/MLL-Af4 mice, we turned to endpoint colony-forming unit assays (CFU) to characterize MLL-Af4 LIC dependence on IGF2BP3 (Fig. 3c). Deletion of *Igf2bp3* resulted in an approximately twofold reduction in total colonies and a significant decrease in CFU-GM progenitors (Fig. 3d). To confirm this, we utilized an orthogonal method for CRISPR-Cas9-mediated *Igf2bp3* deletion. Briefly, Lin− cells from Cas9-GFP mice were transduced with MSCV-MLL-Af4 virus. After selection, MLL-Af4 Cas9-GFP Lin− cells were transduced with a retroviral vector containing either a NT sgRNA or sgRNA targeting *Igf2bp3* (I3sg) (Fig. 3e). Importantly, *Igf2bp3* is deleted after MLL-Af4 transformation, a distinction from the prior method (Fig. 3f, g). Deletion of *Igf2bp3* led to a significant reduction in total colony numbers and various colony morphologies (Fig. 3h). The differences in overall colony-forming capacity between the two systems are likely the result of utilizing different methodologies, but in both systems, *Igf2bp3* deficiency led to decreased colony formation.

**Fig. 3:**
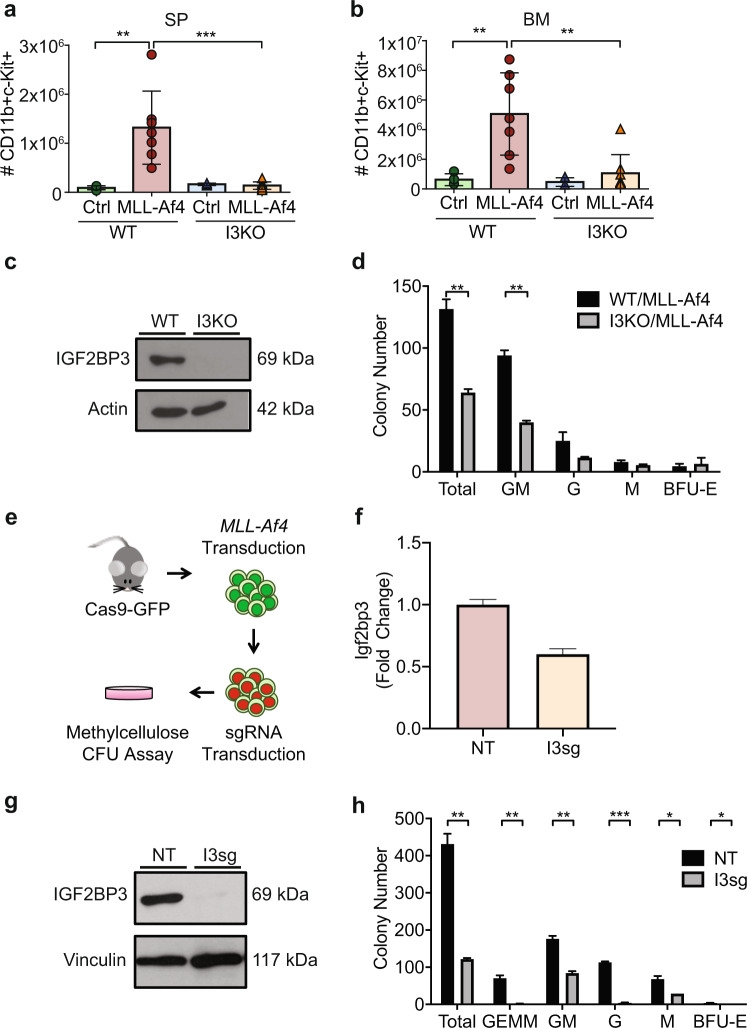
*Igf2bp3* is required for LIC function in endpoint colony formation assays. **a** Quantification of CD11b+c-Kit+ cells in the spleen of recipient mice at 14 weeks post transplantation (*n* = 4 Ctrl, *n* = 8 MLL-Af4; one-way ANOVA followed by Bonferroni’s multiple comparisons test; **P < 0.01). **b** Quantitation of CD11b+c-Kit+ cells in the BM 14 weeks post transplantation (*n* = 4 Ctrl, *n* = 8 MLL-Af4; one-way ANOVA followed by Bonferroni’s multiple comparisons test; **P < 0.01, ***P < 0.001). **c** Expression of IGF2BP3 of in WT/MLL-Af4 and I3KO/MLL-Af4 immortalized Lin− cells at the protein level. **d** Colony formation assay of WT/MLL-Af4 and I3KO/MLL-Af4 immortalized Lin− cells (*t* test; **P < 0.01). **e** Schematic of collection of Cas9-GFP MLL-Af4 Lin− cells and CRISPR-Cas9-mediated deletion of *Igf2bp3*. **f** Expression of Igf2bp3 in Cas9-GFP MLL-Af4 Lin− cells in nontargeting (NT) and Igf2bp3 deleted (I3sg) cells by RT-qPCR. **g** Expression of IGF2BP3 in NT and I3sg Cas9-GFP MLL-Af4 Lin− cells at the protein level. **h** Colony formation assay of NT and I3sg deleted Cas9-GFP MLL-Af4 Lin− cells (*t* test; *P < 0.05, **P < 0.01, ***P < 0.001).

### *Igf2bp3* is necessary for the function of *MLL-Af4* LICs in vivo

Since *Igf2bp3* deletion reduces LIC numbers and impairs LIC function, we next determined if *Igf2bp3* affects LIC capability to initiate MLL-Af4 leukemia in vivo. First, to investigate baseline HSC function in I3KO mice, we completed competitive repopulation BMT by transplanting lethally irradiated CD45.1 recipient mice with 50% of WT or I3KO CD45.2 donor BM and 50% CD45.1 donor BM. We found no defect in engraftment over time in I3KO recipients (Supplementary Fig. 4a). Moreover, we determined no differences in multilineage hematopoietic reconstitution ability of I3KO donor cells, as immature lineages in the BM and mature lineages in the periphery were intact (Supplementary Fig. 4b–h). With no baseline differences in reconstitution by normal HSPCs, we investigated if *Igf2bp3* impacted the number of effective LICs in secondary transplantation. Equal numbers (10^6^, 10^5^, and 10^4^) of leukemic BM cells from WT and I3KO mice were transplanted into immunocompetent CD45.1 mice. At 4 weeks post transplantation, mice that received 10^6^ I3KO/MLL-Af4 cells had significantly reduced donor CD45.2+ engraftment (Fig. 4a). With 10^5^ and 10^4^ cells, we no longer observed measurable leukemic burden in recipient mice (Fig. 4a), suggesting that LIC active cell frequency in I3KO/MLL-Af4 mice is lost between 10^6^ and 10^5^ cells (Fig. 4a) [57]. WBC and splenic weights were significantly decreased in I3KO/MLL-Af4 transplanted mice (Fig. 4b–d). Histologically, leukemic infiltration was absent in the spleen and liver of 10^5^ I3KO/MLL-Af4 transplanted mice (Fig. 4e). Thus, *Igf2bp3* deletion results in significant reduction in reconstitution of MLL-Af4 transplanted mice, suggesting that *Igf2bp3* is necessary for the self-renewal capability of LICs in vivo.

**Fig. 4:**
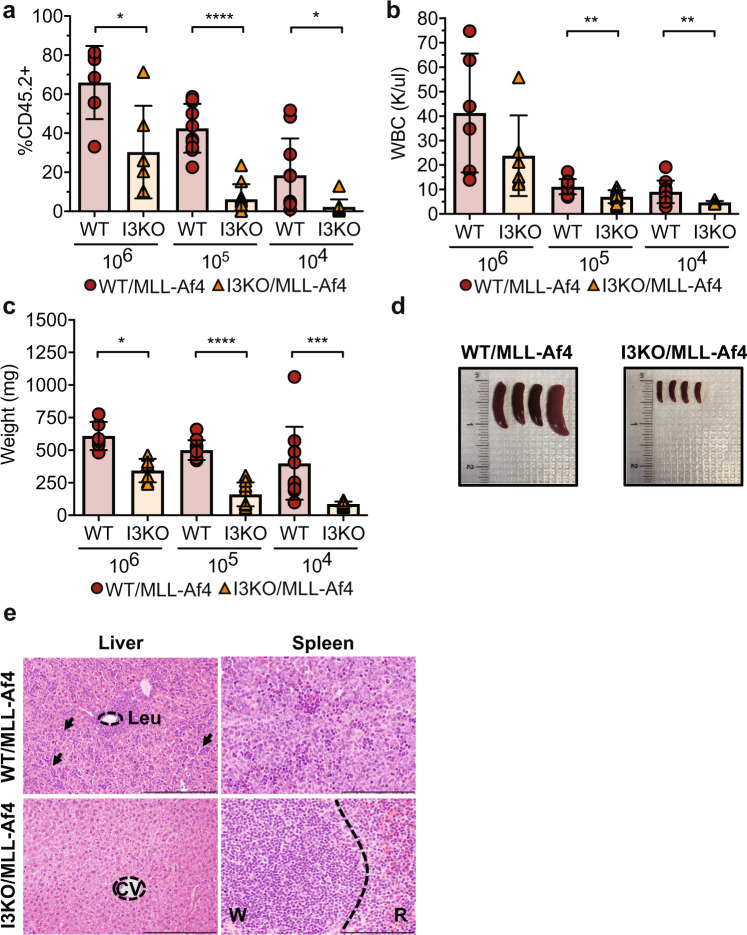
*Igf2bp3* deletion is necessary for MLL-Af4 leukemia-initiating cells to reconstitute mice in vivo. **a** Percentage of CD45.2+ in the peripheral blood of secondary transplanted mice from leukemic WT/MLL-Af4 or I3KO/MLL-Af4 donor mice at 10^6^, 10^5^, and 10^4^ BM cells at 4 weeks post transplantation (For all panels in this figure: *n* = 6 recipient mice per genotype for 10^6^ cells and  *n* = 10  recipient mice per genotype for 10^5^ and 10^4^ cells; *t* test; *P < 0.05, ***P < 0.001, ****P < 0.0001). **b** WBC from PB of secondary transplanted mice from WT/MLL-Af4 or I3KO/MLL-Af4 BM 3–4 weeks post transplant (*t* test; **P < 0.01). **c** Splenic weights of secondary transplanted mice at 4–5 weeks (*t* test; *P < 0.05, ***P < 0.001, ****P < 0.0001). **d** Images of splenic tumors in secondary mice transplanted with 10,000 BM cells from WT/MLL-Af4 mice (left) or I3KO/MLL-Af4 mice (right) at 5 weeks. **e** H&E staining of liver and spleen of secondary transplant recipients that received 10^5^ cells at 4 weeks. Scale bar: liver, 200 μm; spleen, 100 μm; CV central vein, W white pulp, R red pulp, Leu leukemia; arrows showing infiltration.

### IGF2BP3 supports oncogenic gene expression networks in LIC-enriched and bulk leukemia cells

To identify differentially expressed transcripts, we sequenced RNA from WT/MLL-Af4 and I3KO/MLL-Af4 Lin− and CD11b+ bulk leukemia cells after confirming expression of MLL and *Igf2bp3* (Fig. 3c; Supplementary Fig. 5a–e). 

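RNA was sequenced from 3 WT/MLL-Af4 and 3 I3KO/MLL-Af4 libraries of Lin− cells, which are lineage-depleted bone marrow cells immortalized with MLL-Af4 and grown in culture. The CD11b+ cells, isolated from the spleens of leukemic mice, gave 3 libraries of each genotype as well. I3KO is the germline deletion of *Igf2bp3*. Reads were single-end and strand-specific, and the authors mapped them to the mm10 genome with STAR and masked repeats. For each cell type, the authors deposited 1 table that compares the genotypes. It gives, for every gene, the mean normalized count over the libraries of the comparison, the log2 fold change of I3KO over WT with its standard error, the Wald statistic, a p and its Benjamini–Hochberg adjustment. Values per library were not analysed here, so the spread between libraries is unknown, and the paper gives the sequencing depth only as a range over samples. The Lin− table lists 26560 genes, all with an adjusted p, and the CD11b+ table lists 25887 genes, of which 18769 have an adjusted p. In the methods, the authors name fdrtool for the p in Lin− cells and DESeq2 for the p in CD11b+ cells. The deposited p in Lin− cells equaled the two-sided normal p of the Wald statistic after multiplication by 1.73, and in CD11b+ cells it equaled the normal p of the statistic itself. Across genes, the robust scale of the Wald statistic was 0.578 in Lin− cells and 1.13 in CD11b+ cells, and a normal null has a scale of 1. *Igf2bp3* (ENSMUSG00000029814) lies on the minus strand of chromosome 6 from 49085223 to 49214957. In the authors' deposited tables, its log2 fold change was -1.45 (standard error 0.27, adjusted p = 9.6e-13) in Lin− cells and -0.87 (standard error 0.41, adjusted p = 0.345) in CD11b+ cells. Reads were counted per gene, so these values do not separate the deleted exon from the rest of the transcript.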

Differential expression analysis by DEseq2 revealed 208 upregulated and 418 downregulated transcripts in CD11b+ cells, and 189 upregulated and 172 downregulated transcripts in Lin− cells (Fig. 5a, b; Tables S3 and 4) [42]. 

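Genes were called differentially expressed (DEGs) at an adjusted p below 0.1 and an absolute log2 fold change above 1, the thresholds of the paper's methods. By the authors' deposited adjusted p, 400 of 26560 genes passed in Lin− cells, 205 higher and 195 lower in I3KO/MLL-Af4 cells. In CD11b+ cells, 829 of 18769 genes passed, 292 higher and 537 lower. Benjamini–Hochberg adjustment of the deposited p over the genes with an adjusted p gave 397 and 829 DEGs. The null distribution moved the Lin− count most. With the normal p of the Wald statistic, the Lin− count fell to 8 genes, 2 higher and 6 lower, while the CD11b+ count stayed at 829. With a null estimated from the statistics themselves, 406 genes passed in Lin− cells and 470 in CD11b+ cells. A mean below 10 normalized counts was found for 60 of the Lin− and 32 of the CD11b+ DEGs. Among DEGs with an IGF2BP3 eCLIP peak, those with the smallest adjusted p in the authors' deposited Lin− table were *Rassf4* (log2 fold change 1.07), *Samd5* (1.40), *Ccdc40* (1.58), *Lzts2* (1.47) and *Acvr1* (1.28) on the higher side. On the lower side they were *Igf2bp3*, *Gm21887* (-4.08), *Gm47283* (-4.19), *Mid1* (-2.33) and *Eya1* (-2.10). *Gm47283* lies on chromosome Y, and *Gm21887* and *Mid1* lie on chromosome X. They include genes of the region that the sex chromosomes share. In the authors' deposited CD11b+ table, the corresponding genes were *Adgrl4* (4.41), *Myo18b* (2.74), *Wdfy1* (1.54), *Tspoap1* (3.69) and *Pip5k1b* (2.81) on the higher side. *Tpm4* (-3.13), *2900026A02Rik* (-4.26), *Plekhh2* (-2.60), *Ccnd1* (-4.69) and *Tns4* (-3.23) were the genes on the lower side. Among other genes that the paper names for CD11b+ cells, the authors' deposited log2 fold changes were -5.08 for *Maf*, -1.57 for *Itga6* and -2.77 for *Klf4*. Their largest deposited adjusted p, by the authors' test, was 0.00218, for *Klf4*.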

We identified a significant enrichment in transcripts associated with the KEGG term transcriptional misregulation in cancer in both datasets, using Metascape for enrichment analyses [44] (Fig. 5c, d). Interestingly, discrete oncogenic signaling pathways were enriched in Lin− (PI3K/AKT) and CD11b+ cells (GTPase, MAPK pathway) (Fig. 5c, d). This was confirmed by GSEA, with significant enrichment for the Hallmark KRAS pathway in CD11b+ cells (Supplementary Fig. 5f) and GO Oxidative phosphorylation in Lin− cells (Supplementary Fig. 5g). 

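The gene set behind this term is not part of the tables, so genes whose symbols start with Nduf, Sdha to Sdhd, Uqcr, Cox4 to Cox8 or Atp5 stood in for it. The 103 such genes in the Lin− table had a median log2 fold change of -0.04, and 67 of them were below 0. Among 10000 random lists of as many genes, matched on mean expression, this median lay at percentile 16.3 (two-sided permutation p = 0.327). Taking the median of the Wald statistic instead put the genes at percentile 24.6. None of the 103 genes was a DEG. The 98 such genes in the CD11b+ table had a median of -0.14, at percentile 1.49 (two-sided permutation p = 0.03), with 70 genes below 0 and 0 DEGs. The random lists treat genes as independent, which a set test across samples does not. A comparison of the cell types with each other was not tested.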

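Among the transcripts changed in Lin− cells, the authors' deposited table gives the *Hoxa* genes that the paper names, on chromosome 6 of mm10, lower in I3KO/MLL-Af4 cells. *Hoxa10* (ENSMUSG00000000938, 52231197 to 52240854) had a log2 fold change of -1.27 (standard error 0.49, adjusted p = 0.00153) in the authors' deposited table. *Hoxa9* (ENSMUSG00000038227, 52223100 to 52231089) had one of -0.92 (standard error 0.44, adjusted p = 0.0264), by the authors' test. *Hoxa7* (ENSMUSG00000038236, 52214491 to 52221854) stood at -0.85 (standard error 0.40, adjusted p = 0.0210) in the deposited table. The authors' deposited values were -0.78 (standard error 0.37, adjusted p = 0.0244) for *Cd69*, also on chromosome 6, and -0.86 (standard error 0.43, adjusted p = 0.0444) for *Notch1* on chromosome 2. *Csf2rb* (ENSMUSG00000071713, chromosome 15, 78325752 to 78353847) was higher in I3KO/MLL-Af4 cells, with a log2 fold change of 0.68 (standard error 0.32, adjusted p = 0.0252) in the authors' deposited table. Of these 6 genes, only *Hoxa10* passed the fold change threshold for DEGs. From the normal p of the Wald statistic, the adjusted p of each of the 6 was 1.00, whereas that of *Igf2bp3* was 0.00084.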

To validate the RNA-seq data in Lin− cells, we focused on enriched differentially regulated genes including *Csf2rb, Notch1*, *Cd69*, and *Hoxa* cluster of transcripts, including *Hoxa9*, *Hoxa10*, and *Hoxa7*. We observed a significant decrease in steady-state mRNA levels for these transcripts in I3KO/MLL-Af4 Lin− cells by RT-qPCR (Fig. 5e). In I3KO/MLL-Af4 CD11b+ cells, we confirmed that transcripts encoding *Ccnd1*, *Maf*, *Mafb, Itga6, Klf4*, and *Akt3* were decreased (Fig. 5f). Furthermore, we determined that there was a significant decrease in Ras GTPase activity in I3KO cells by ELISA assay (Fig. 5g). Together, these data demonstrate that IGF2BP3 plays a major role in amplifying the expression of many cancer-related genes in Lin− and CD11b+ cells.

**Fig. 5:**
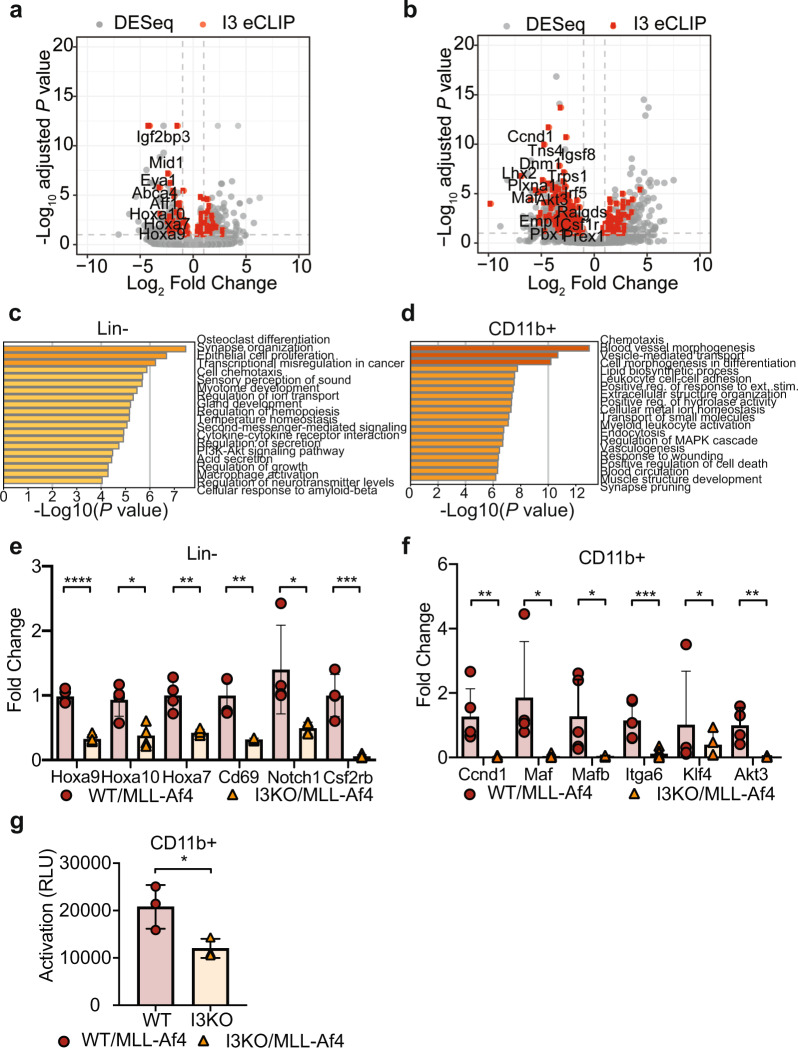
IGF2BP3 enhances MLL-Af4-mediated leukemogenesis through targeting transcripts within leukemogenic and Ras signaling pathways. **a** Volcano plot of differentially expressed genes determined using DESeq analysis on RNA-seq samples from WT/MLL-Af4 or I3KO/MLL-Af4 Lin− cells. Dotted lines represent onefold change in expression (vertical lines) and adjusted *P* < 0.1 cutoff (horizontal line). IGF2BP3 eCLIP-seq targets are highlighted in red. **b** Volcano plot of differentially expressed transcripts determined using DESeq analysis on RNA-seq samples from WT/MLL-Af4 or I3KO/MLL-Af4 CD11b+ cells. Dotted lines represent onefold change in expression (vertical lines) and adjusted *P* < 0.1 cutoff (horizontal line). IGF2BP3 eCLIP-seq targets are highlighted in red. **c** GO Biological Processes and KEGG pathway enrichment determined utilizing the Metascape enrichment analysis webtool on MLL-Af4 Lin− IGF2BP3 DESeq dataset with an adjusted *P* < 0.05 cutoff. **d** GO biological processes and KEGG pathway enrichment determined utilizing the Metascape enrichment analysis webtool on MLL-Af4 CD11b+ IGF2BP3 DESeq dataset with an adjusted *P* < 0.05 cutoff. Bar graphs are ranked by *P* value and overlap of terms within gene list. **e** Expression of leukemogenic target genes in WT/MLL-Af4 and I3KO/MLL-Af4 Lin− cells by RT-qPCR (*n* = 4; *t* test; *P < 0.05, **P < 0.01, ****P < 0.0001). **f** Expression of Ras signaling pathway genes in WT/MLL-Af4 and I3KO/MLL-Af4 CD11b+ cells by RT-qPCR (*n* = 4; *t* test; *P < 0.05, **P < 0.01, ***P < 0.001). **g** Ras GTPase activity by ELISA in WT/MLL-Af4 and I3KO/MLL-Af4 CD11b+ cells (*n* = 3; *t* test; *P < 0.05).

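Both deposited tables mark genes with eCLIP peaks, as the red points of Fig. 5a and b do. The mark was compared with the genes that carried at least 1 smInput-filtered peak in any library of the cell type. In Lin− cells, 497 genes had an adjusted p below 0.1, and the authors' table marks 120 of them. Peaks were found on 121 of the 497, and 119 genes had both. In CD11b+ cells, 836 genes had an adjusted p below 0.1, the authors' table marks 318, peaks were found on 317, and 316 had both. No gene with a larger adjusted p is marked, although 6924 such genes in Lin− cells and 5861 in CD11b+ cells had a peak. A peak was therefore found on 24.3% of the changed genes and 26.6% of the other genes in Lin− cells. In CD11b+ cells, the shares were 37.9% and 32.7%.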

### eCLIP analysis reveals a putative role for IGF2BP3 in precursor mRNA (pre-mRNA) splicing

To determine how IGF2BP3 modulates gene expression in MLL-Af4 leukemia, we performed eCLIP-seq (Fig. 5a, b; Tables S3 and 4; Supplementary Fig. 6a). 

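In eCLIP, RNA is crosslinked to its bound proteins with UV light, trimmed with RNase I, immunoprecipitated with an antibody against IGF2BP3 and sequenced. A size-matched input (smInput) is made from a small part of each sample, which the supplement places after the immunoprecipitation step. The libraries came from WT/MLL-Af4 cells, 6 from Lin− cells (3 biological and 3 technical replicates) and 4 from CD11b+ cells (2 biological and 2 technical). The eCLIP library names of both cell types begin with bm, while the paper takes CD11b+ cells from splenic tumors, so the tissue of the CD11b+ eCLIP libraries is not settled. Each eCLIP library has its own smInput library, and the labels do not say which biological replicate a technical one repeats. The authors called peaks in each library with CLIPper at p below 0.05 and deposited the peaks before and after removing those that overlap smInput peaks. Read counts are not part of the peak lists, so the depth per library is unknown, and the number of peaks stands in for it. CLIPper gave 5455 to 11606 peaks per library (median 8491) in Lin− cells and 8566 to 11771 (median 9082) in CD11b+ cells. The smInput libraries gave 217 to 1808 peaks in Lin− cells and 1381 to 1885 in CD11b+ cells, called with other deduplication settings according to the file headers. The filter removed between 12.4% and 25.9% of the peaks per Lin− library and between 10.8% and 17.3% per CD11b+ library. An overlap of at least 1 nt with a peak of the library's own smInput was found for 76.8% of the removed peaks in Lin− cells and 83.1% in CD11b+ cells. Between biological replicates, a median of 38.1% of a library's filtered peaks overlapped a peak of the other library in Lin− cells (range 32.3% to 41.2%) and 42.6% in CD11b+ cells (40.1% to 45.2%). Against libraries of the other cell type, the medians were 22.9% and 18.9%. Requiring an overlap over at least 50% of the peak lowered the medians between biological replicates to 34.3% and 38.8%. Merged over all libraries of a cell type, the filtered peaks formed 20608 regions in Lin− cells and 17735 in CD11b+ cells, and their gene IDs named 7944 and 7341 genes. The Lin− genes with the most merged peaks were *Kmt2a* (47), *Malat1* (38), *Arid1a* (34), *Aff1* (33) and *Neat1* (30). Their order depends on the libraries merged, since with the biological ones alone *Aff1* had 87 merged peaks and *Kmt2a* 70. All Lin− peaks of *Aff1* lay in coding exons, and *Kmt2a* and *Aff1* are the genes joined in the MLL-Af4 transgene. In CD11b+ cells they were *Zeb2* (52), *Dock2* (43), *Malat1* (34), *Arid1a* (32) and *Baz2b* (32), with every CD11b+ peak of *Malat1* coming from 1 technical library.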

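A gene was called bound when at least 1 smInput-filtered peak of any library of the cell type carried its gene ID. In CD11b+ cells, 312 of 829 DEGs were bound (37.6%) against 5866 of 17940 other genes (32.7%), an odds ratio of 1.24 (two-sided Fisher's exact test, p = 0.00358). In Lin− cells, 71 of 400 DEGs were bound (17.8%) against 6974 of 26160 other genes (26.7%), an odds ratio of 0.594 (two-sided Fisher's exact test, p = 3.7e-05). Peaks are found more readily on abundant transcripts, so the counts were also set against 10000 random gene lists matched on mean expression. In CD11b+ cells the lists held a median of 250.0 bound genes (95% of lists 227 to 272) where the DEGs held 312 (two-sided permutation p = 0.0002, the smallest p these lists can give). In Lin− cells the lists held a median of 68 (56 to 80) where the DEGs held 71 (two-sided permutation p = 0.646). The Lin− result depended on the DEG list. At an adjusted p below 0.05 without a fold change threshold, chosen after seeing the data, 98 of 361 Lin− DEGs were bound. The odds ratio was then 1.03 (Fisher's exact test, p = 0.810). Lists matched on expression held a median of 84 (72 to 97; two-sided permutation p = 0.0408). Matching on gene length as well as expression moved the CD11b+ comparison most. The median of those lists rose to 301 (279 to 323; two-sided permutation p = 0.365) in CD11b+ cells and 76 (64 to 89; two-sided permutation p = 0.462) in Lin− cells. Counting merged peaks instead of genes, the CD11b+ DEGs held 843 peaks and lists matched on expression a median of 606 (523 to 700), a ratio of 1.39 (two-sided permutation p = 0.0002, again the smallest possible). The Lin− DEGs held 211 peaks against 146 (113 to 189), a ratio of 1.45 (two-sided permutation p = 0.0066). *Aff1* alone contributed 33 of the 211, and without *Aff1* and *Kmt2a* the ratio was 1.25 (two-sided permutation p = 0.084).

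**Figure D1:**
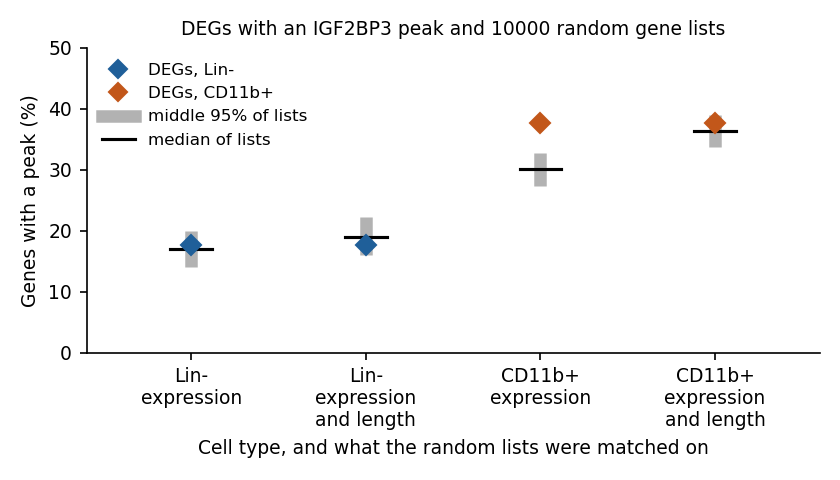
Share of DEGs with an IGF2BP3 peak in percent (vertical axis) for Lin− and CD11b+ cells, with diamonds for the DEGs and grey ranges for the middle 95% of 10000 random gene lists matched on expression or on expression and gene length. The CD11b+ diamond, at 37.6%, lies above the lists matched on expression and within those matched on length too, and the Lin− diamond, at 17.8%, lies within both.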

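Peaks were also shuffled 1000 times with bedtools, as in the paper's methods, and counted inside the DEGs of the annotation. Without regard to gene IDs, 250 merged Lin− peaks and 906 merged CD11b+ peaks lay in DEGs. Shuffled over the whole genome, the mean was 204 (SD 14.9 over shuffles) in Lin− cells, a ratio of 1.22 (two-sided permutation p = 0.00599). In CD11b+ cells it was 305 (SD 17.7), a ratio of 2.97. Shuffled over annotated genes only, the means were 457 (ratio 0.547) and 683 (ratio 1.33). Over expressed genes, those with a mean of at least 10 normalized counts, they were 670.2 (ratio 0.373) and 1228 (ratio 0.738). Apart from the whole-genome shuffle in Lin− cells, each permutation p was 0.002, the smallest that 1000 shuffles can give. The observed Lin− count was thus above the shuffled counts over the genome and below them over genes. With the Lin− biological libraries alone, the ratio over annotated genes was 0.818, and without replicate 1 or 3 of these it was 1.07 or 1.13. The direction of change was compared next. In CD11b+ cells, 228 of 537 downregulated DEGs were bound (42.5%) against 84 of 292 upregulated DEGs (28.8%), an odds ratio of 1.83 (two-sided Fisher's exact test, p = 9.5e-05). In Lin− cells, 33 of 195 downregulated (16.9%) and 38 of 205 upregulated DEGs (18.5%) were bound, an odds ratio of 0.895 (two-sided Fisher's exact test, p = 0.696). With the biological libraries alone this odds ratio was 0.863, and without replicate 2 of these it was 1.29. Lists matched on expression held a median of 25 bound genes (18 to 34) against 33 among Lin− downregulated DEGs (two-sided permutation p = 0.0888). They held 42 (33 to 52) against 38 among upregulated DEGs (permutation p = 0.413). With the biological libraries alone, the DEGs held 32 against 23 (permutation p = 0.0464) and 38 against 39. Matched on length too, lists over all libraries held 28 (20 to 37, permutation p = 0.338) and 48 (38 to 58, permutation p = 0.0524). The Lin− DEGs at an adjusted p below 0.05 without a fold change threshold, chosen after seeing the data, gave a clearer excess. Of these, downregulated DEGs held 48 against 34 in lists matched on expression (27 to 43, permutation p = 0.0034). Upregulated ones held 50 against 50, and lists matched on length were not drawn for this choice. Across all bound genes of CD11b+ cells, the median log2 fold change was 0.00 (n = 6178), and lists of unbound genes matched on expression had a median of -0.11 (two-sided permutation p = 0.0002). Across the bound genes of Lin− cells it was -0.04 (n = 7045) against 0.00 in the lists, with the same permutation p of 0.0002. On data simulated without a difference, this comparison gave a p below 0.05 in 40 of 100 runs for Lin− cells and 18 of 100 for CD11b+ cells. When the lists were matched on gene length too, the CD11b+ difference became -0.01 (two-sided permutation p = 0.0908), and the Lin− difference was -0.0450 (two-sided permutation p = 0.0002). Lists of bound and unbound genes alike, matched on expression and length, gave a Lin− difference of -0.0141 with the same permutation p of 0.0002. In CD11b+ cells, such lists gave a difference of -0.0125 (two-sided permutation p = 0.0096). Matched on expression alone, lists of this kind gave 0.0361 in CD11b+ and -0.0130 in Lin− cells (each permutation p = 0.0002). Genes are not independent replicates, and no sample-level test of these medians was possible from a comparison table.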

We found that a significant fraction of the differentially expressed mRNAs are bound by IGF2BP3 (Supplementary Fig. 6b). 

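The 6-mers ACACAC and CACACA were counted on the strand of each smInput-filtered peak and in the same peaks moved 1000 times to random places of their gene. In CD11b+ cells, 16.5% of peaks held one of the 6-mers against 3.31% of moved peaks, a ratio of 4.99. In Lin− cells the shares were 8.30% and 2.59%, a ratio of 3.21. Both permutation p were 0.002, the smallest that 1000 moves can give. Per library, the ratio ranged from 2.92 to 6.57 in CD11b+ cells and from 1.77 to 4.33 in Lin− cells. The length of the motif moved the ratio most. For the 4-mer CACA it was 1.09 in CD11b+ and 1.11 in Lin− cells, and for the 8-mers ACACACAC and CACACACA it was 16.8 and 10.9. The reverse complements GTGTGT and TGTGTG lay in 25.2% of CD11b+ peaks (ratio 5.09) and 6.94% of Lin− peaks (ratio 1.70). When all 6-mers were ranked by this ratio, ACGCAC came first in both cell types, and ACACAC ranked 6 in CD11b+ cells and 11 in Lin− cells. Among the 2911 6-mers without the dinucleotide CG, a restriction chosen after the ranking was seen, ACACAC ranked 2 in CD11b+ cells, behind GTGTGT, and 1 in Lin− cells. In Lin− cells, the ratio of ACACAC or CACACA was 3.98 in intronic peaks and 0.709 in peaks of exons outside the UTRs.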

Motif analysis confirmed an enrichment of CA-rich elements (Supplementary Fig. 6c) [58]. 

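Each smInput-filtered peak was assigned to 1 class by its center, in the order 3′UTR, 5′UTR, other exon, intron and intergenic, with the basic GENCODE annotation of mm10. Introns held 68.4% ± 13.9 of the peaks in Lin− cells (SD, n = 3 biological replicates) and 77.9% ± 3.47 in CD11b+ cells (SD, n = 2). The Lin− spread came from replicate 2, in which 52.4% of 10042 peaks were intronic (Wilson 95% confidence interval 51.4% to 53.3%, counting error only), while the others had 77.0% and 75.7%. Exons outside the UTRs held 22.6% ± 9.45 in Lin− cells and 10.6% ± 2.11 in CD11b+ cells. In 3′UTRs lay 3.41% ± 1.26 and 8.99% ± 5.04 of the peaks. For 5′UTRs the shares were 5.31% ± 3.41 and 2.28% ± 0.510, and intergenic peaks made up 0.284% and 0.217%. With 3 replicates against 2, the smallest p of a two-sided exact permutation test is 0.1, which the 3′UTR share reached. The exact permutation p was 0.2 for other exons, 0.3 for 5′UTRs and 0.7 for introns. When a peak counted as exonic if any of its bases lay in an exon, the intronic share was 30.7% in Lin− cells and 69.8% in CD11b+ cells, so that most Lin− peaks were then exonic.

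**Figure D2:**
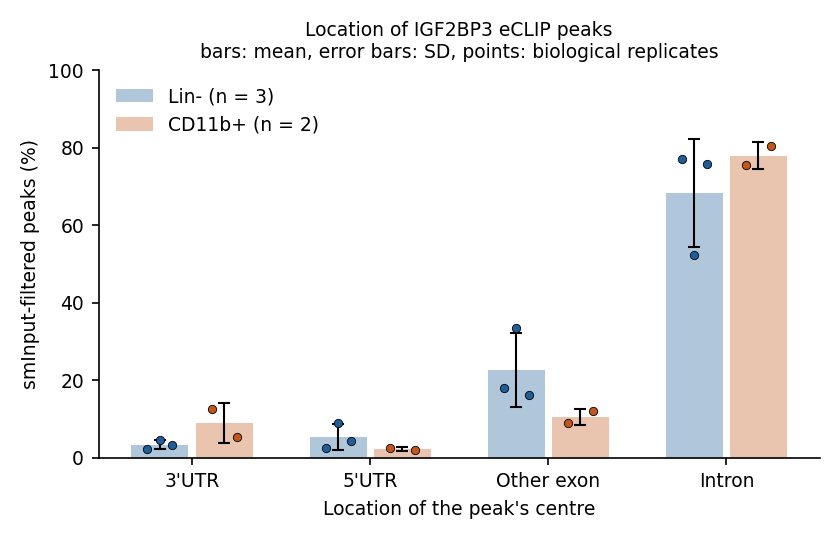
Share of smInput-filtered peaks in percent (vertical axis) by annotation class (horizontal axis) in Lin− and CD11b+ cells, with a point for each biological replicate, bars for the means and error bars for the SD. The intronic share is the highest of the 5 classes in each replicate, and Lin− replicate 2 lies apart at 52.4%.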

Although the majority of peaks were present within introns, we observed cell type-specific differences in the locations of exonic IGF2BP3 binding sites (Fig. 6a). The eCLIP data revealed numerous peaks within pre-mRNA in both Lin− and CD11b+ cells, suggesting a potential role in splicing regulation. 

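The distance from the center of each smInput-filtered peak to the nearest annotated 3′ and 5′ splice site (3′ss, 5′ss) of its gene was measured, and the same peaks were moved 1000 times within their gene for comparison. Of 40604 Lin− peaks, 38.6% lay within 50 nt of a 3′ss against 5.28% of moved peaks, a ratio of 7.32. Of 32843 CD11b+ peaks, 9.79% did so against 4.02%, a ratio of 2.43. For the 5′ss, the Lin− shares were 16.5% and 5.36% (ratio 3.07), and the CD11b+ ratio was 1.39. Each of these permutation p was 0.002, the smallest that 1000 moves can give. Among libraries, the share near a 3′ss ranged from 20.5% to 59.2% in Lin− cells and from 7.27% to 11.6% in CD11b+ cells, so no Lin− library overlapped the CD11b+ range. The Lin− ratio was 10.0 within 20 nt and 4.24 within 100 nt. Counted by the peak's center, introns held 90.5% of the Lin− peaks near a 3′ss. Of all Lin− peaks with an intronic center, however, only 47.2% had no exonic base. Among these 12616 peaks, 26.1% lay near a 3′ss. For intronic peaks moved only to intronic places of their gene, an alternative chosen after seeing the data, 53.1% of Lin− peaks and 11.2% of CD11b+ peaks lay near a 3′ss against 4.17% and 2.59% of moved peaks. These ratios were 12.7 and 4.33. From the peaks within pre-mRNA, the paper proposes a potential role of IGF2BP3 in splicing regulation.

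**Figure D3:**
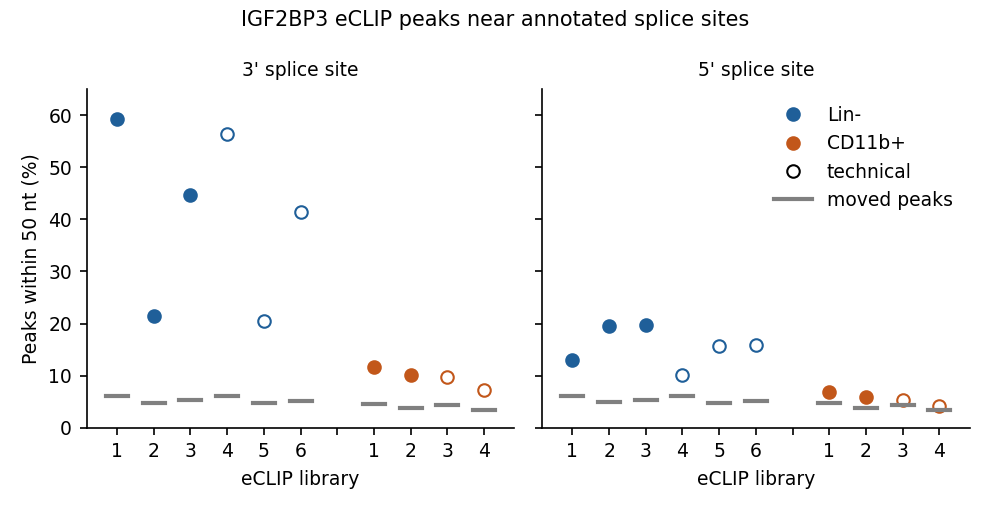
Share of smInput-filtered peaks in percent (vertical axis) within 50 nt of an annotated 3′ss or 5′ss for each library of Lin− and CD11b+ cells, with filled points for biological and open points for technical replicates and grey bars for moved peaks. Lin− libraries reach from 20.5% to 59.2% at the 3′ss, and CD11b+ libraries from 7.27% to 11.6%.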

To characterize this observation, we utilized MISO analysis to identify differentially spliced transcripts [48]. Across both cell lines, we identified hundreds of transcripts with IGF2BP3-dependent changes in alternative splicing, including 97 differential splicing events in Lin− and 261 splicing events in CD11b+ cells (Supplementary Fig. 6d). After merging all replicate eCLIP data for each cell type, we determined the position of eCLIP peaks relative to splice sites for splicing events identified by MISO (Fig. 6b). Most event types exhibited both increases and decreases in PSI, whereas intron retention (RI) events showed a consistent reduction in splicing in the I3KO/MLL-Af4 cells (Fig. 6c). A significant fraction of alternatively spliced transcripts contained IGF2BP3 binding sites in proximity of the splicing event (Supplementary Fig. 6e), strongest near the 3′ splice site (3′ss), with additional signal near the 5′ splice site. This pattern was observed for each distinct splicing event class that MISO identified, with retained introns exhibiting the strongest bias towards the 3′ss (Supplementary Fig. 6f). Notably, this positional bias in the data was noted for differentially expressed MLL-Af4 target genes, such as *Hoxa9*, *Hoxa7*, and *Cd69* (Fig. 6d). 

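The smInput-filtered peaks of the 3 genes in Lin− cells were located on the minus strand of chromosome 6 of mm10, where all 3 lie. On *Cd69* (129267325 to 129275436), 20 peaks were called over the 6 libraries, all intronic, 14 of them within 50 nt of a 3′ss and 6 within 50 nt of a 5′ss. All 6 libraries shared the 39 nt from 129270189 to 129270227, whose peaks had their centers 17 to 19 nt from the 3′ss. The RNA-strand sequence of this stretch is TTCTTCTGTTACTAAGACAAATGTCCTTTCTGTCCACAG, with 64.1% pyrimidines. On *Hoxa9*, 23 peaks were called, 10 within 50 nt of a 3′ss and 4 within 50 nt of a 5′ss. The 52 nt from 52225616 to 52225667 were shared by 6 libraries and read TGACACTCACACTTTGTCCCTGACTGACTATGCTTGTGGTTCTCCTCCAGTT, with 67.3% pyrimidines. Their peak centers lay 17 to 24 nt upstream of the 3′ss, on its intron side, in bases that are also annotated as an exon. Another stretch shared by the 6 libraries, from 52230105 to 52230134, lay between 2643 and 2667 nt from the nearest 3′ss of the gene. On *Hoxa7*, 3 peaks were called, in 2 biological and 1 technical library. They shared the 51 nt from 52217301 to 52217351, with the sequence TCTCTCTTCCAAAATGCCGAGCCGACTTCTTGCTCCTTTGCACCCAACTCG and 68.6% pyrimidines. Here too the peak centers lay upstream of the 3′ss, by 26 to 29 nt, in bases also annotated as an exon. The counts were the same before the smInput filter. CD11b+ cells had 19 peaks on *Hoxa9*, 2 on *Hoxa7* and 0 on *Cd69*. All annotated splice sites were used, not those of the alternative splicing events, which were not analysed here.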

To understand the impact on isoform-specific expression, RT-qPCR primers were designed to nonspecifically detect multiple isoforms or to specifically detect alternatively spliced isoforms (shorter isoforms) and full-length isoforms. As an example, reductions in both isoforms (full-length *Hoxa9* and truncated *Hoxa9T* [59]), as well as in the total level of Hoxa9, were observed in I3KO cells (Fig. 6e). Similar reductions were observed in all isoforms for *Hoxa7* and *Cd69* (Fig. 6e). Furthermore, there was an alteration in the ratio of the alternative to full-length isoform for all three genes (Fig. 6f), highlighting an effect on alternative splicing. Hence, the net effect of IGF2BP3 may be multipronged—with a strong impact on steady-state mRNA levels and an additional impact on splicing—in leukemia stem and progenitor cells.

**Fig. 6:**
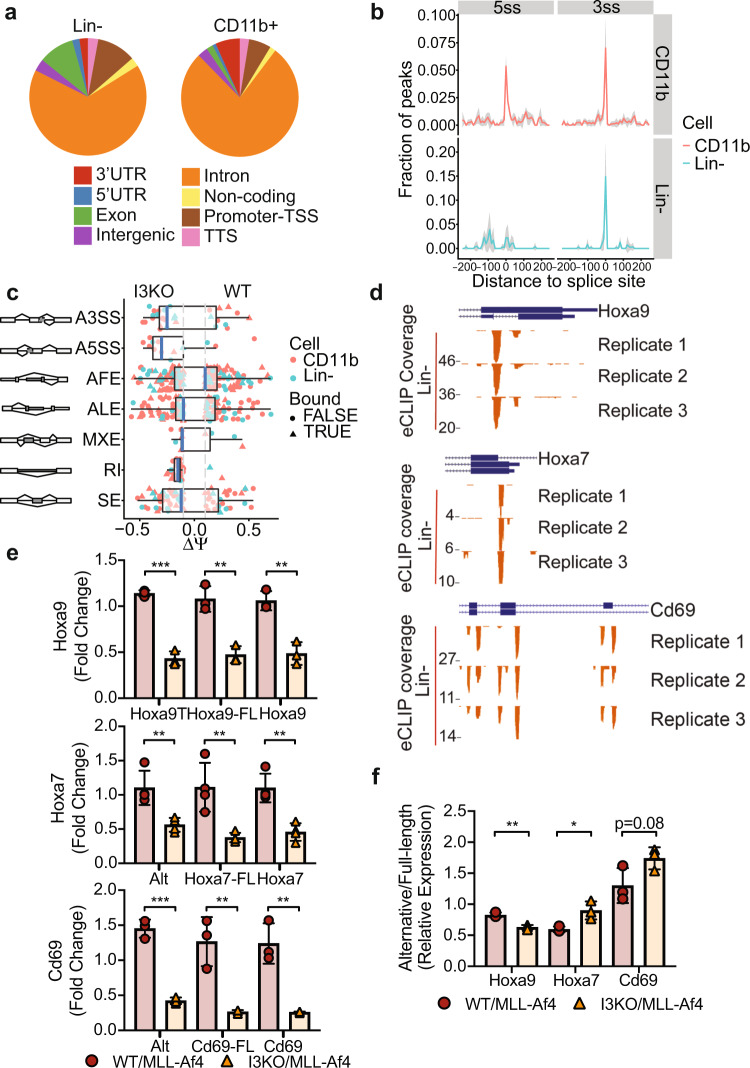
eCLIP analysis reveals IGF2BP3 function in regulating alternative pre-mRNA splicing. **a** Genomic locations of IGF2BP3 eCLIP peaks in WT/MLL-Af4 Lin− cells and CD11b+ cells. Cell type differences in location of exonic peaks were noted: in CD11b+ cells, a greater proportion of exonic peaks were found in 3′UTRs, whereas a greater proportion of peaks mapped to internal exons in Lin− cells. **b** Histogram showing normalized IGF2BP3 eCLIP peak counts and distance from IGF2BP3 eCLIP peak of 5′ (5ss) and 3′ (3ss) splice sites in WT/MLL-Af4 CD11b+ (top) cells and Lin− cells (bottom). **c** Distribution of types of alternative splicing patterns for WT/MLL-Af4 or I3KO/MLL-Af4 Lin− and CD11b+ cells using MISO analysis. Delta psi values plotted indicate difference in isoforms. The event types included are the following, with abbreviations: A3SS alternative 3′ splice sites, A5SS alternative 5’ splice sites, AFE alternative first exons, ALE alternative last exons, MXE mutually exclusive exons, RI retained introns, SE skipped exons, Bound IGF2BP3 eCLIP target. **d** UCSC Genome Browser snapshots of the Hoxa9, Hoxa7, and Cd69 loci. Each panel shows the exon–intron structure of the gene and unique read coverage from three eCLIP biological replicates from WT/MLL-Af4 Lin− cells. The maximum number of reads at each position is indicated to the left of each histogram. **e** Expression of Hoxa9, Hoxa7, and Cd69 splice variants in WT/MLL-Af4 and I3KO/MLL-Af4 Lin− cells by RT-qPCR utilizing primers which detect only its respective alternative splice isoforms (Hoxa9T, Alt), full-length isoforms (-FL), and both isoforms (*n* = 3–4; *t* test; **P < 0.01, ***P < 0.001). **f** Relative expression ratio of alternative splice isoform to full-length isoform (alternative/full-length) in WT/MLL-Af4 and I3KO/MLL-Af4 Lin− cells by RT-qPCR (*n* = 3; *t* test; *P < 0.05, **P < 0.01).

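Of the exonic peaks of each library, counted by the peak's center, 3′UTRs held 11.1% ± 2.31 in Lin− cells (SD, n = 3 biological replicates, range 9.67% to 13.8%) and 39.8% ± 16.8 in CD11b+ cells (SD, n = 2, range 28.0% to 51.7%). Exons outside the UTRs held 72.8% ± 5.96 of the exonic peaks in Lin− cells and 49.8% ± 17.5 in CD11b+ cells. For both shares, every replicate of one cell type lay on the same side of every replicate of the other, which gives the smallest p that 3 against 2 replicates allow (two-sided exact permutation test, p = 0.1). The CD11b+ replicates differed from each other by more than the Lin− replicates did.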

## Discussion

Here, we have shown the central importance of the RBP IGF2BP3 in MLL-AF4-driven leukemia. MLL-AF4-driven leukemogenesis is characterized by massive transcriptional dysregulation [8]. We confirm here that *Igf2bp3* is a direct transcriptional target MLL-AF4. Interestingly, we determined that IGF2BP3 itself seems to positively regulate MLL-AF4 transcriptional targets. Together, these data suggest that IGF2BP3 and MLL-AF4 form a novel posttranscriptional feed-forward loop, enhancing leukemogenic gene expression. It is not clear if IGF2BP3 may play a role in other leukemia subtypes given its relatively restricted pattern of expression in MLL-translocated leukemia. However, IGF2BP3 overexpression is noted in a wide range of cancer types—with different oncogenic transcriptional programs—and further work is needed to define whether this paradigm may be operant in other hematologic and nonhematologic cancer.

Our prior work showed that IGF2BP3 is required for B-ALL cell survival and overexpression in BM of mice leads to a pathologic expansion of HSPCs [22]. Here, we found that deletion of *Igf2bp3* in MLL-Af4 leukemia caused a striking delay in leukemia development and significantly increased the survival of MLL-Af4 mice. Furthermore, *Igf2bp3* deficiency greatly attenuated the aggressiveness of leukemic disease. Given that MLL-Af4 drives an AML in mice [32], our current work suggests that IGF2BP3 is a powerful modulator of the leukemic phenotype in the myeloid lineage, in addition to the previously observed effects in human B-ALL cells. The lineage of the leukemia induced by *MLL-Af4* in mice may be a limitation of the study, as we cannot conclude an in vivo function for *Igf2bp3* in murine B-ALL. However, Lin et al. showed that there were important pathogenetic similarities between the MLL-Af4-induced pro-B-ALL and AML in mice [32]. In this light, *MLL-AF4* leukemia in humans often shows lineage infidelity and plasticity, which has led to difficulties with targeted therapy [2, 60, 61]. We propose that IGF2BP3 may prove to be a valuable therapeutic target in *MLL-AF4* leukemia, given its function in the pathogenesis of this unique molecular subtype of acute leukemia.

In this study, *Igf2bp3* regulated the numbers and function of LICs. Importantly, the effect of *Igf2bp3* deletion was restricted to LICs and did not significantly impact normal HSC function. Deletion of *Igf2bp3* led to an MLL-Af4 LIC disadvantage in vivo and in vitro. LICs have been defined as cells that can self-renew and have the capability to produce downstream bulk leukemia cells, and their persistence is thought to contribute to relapse after treatment in several different leukemia subtypes [62]. However, the details of human LICs in MLL-AF4 leukemia are less well known [28, 63]. The role of IGF2BP3 in such cells and in relapse of leukemia is of great interest and a future direction for our work.

Previously, we discovered IGF2BP3 interacts primarily with the 3′UTR of target transcripts via iCLIP-seq [22]. Unexpectedly in this study, we determined IGF2BP3 targets transcripts within intronic regions and splice sites in addition to the 3′UTR. These findings may result from utilizing the improved eCLIP technique and the implementation of the technique on primary cells instead of cell lines. Of note, a recent study showed IGF2BP3 may regulate alternative splicing of PKM in lung cancer [64]. We also found IGF2BP3-dependent dynamic splicing events, including retained introns, alternative 3′ss, and skipped exons. Intron retention has been reported to be a mechanism of transcriptome diversification in cancer and, specifically, leukemia [65, 66]. Moreover, studies have highlighted the importance of splicing to mRNA export, and that splicing factor mutations, such as those in U2AF1, result in translational misregulation in myeloid malignancy [67, 68]. Our unexpected, novel discovery, together with our prior work, shows that IGF2BP3 likely regulates specific mRNA operons and functions at multiple posttranscriptional levels, as has been described for other RBPs [69].

As an RBP, IGF2BP3 function is intimately connected to the underlying transcriptional program—IGF2BP3 can only act on specifically induced transcripts in the cell type where it is expressed. Hence, the unique gene sets that are bound and regulated by IGF2BP3 in Lin− and CD11b+ cells are not entirely unexpected, given that transcription changes as LICs differentiate into bulk leukemic cells. This is similar to miRNAs, which posttranscriptionally regulate distinct gene expression programs in distinct cell types [70]. 

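Both deposited tables give an adjusted p for 18342 genes, which were compared between the cell types. Of these, 4406 genes were bound in both, 2274 in Lin− cells only and 1757 in CD11b+ cells only. Thus 66.0% of the genes bound in Lin− cells were also bound in CD11b+ cells, and 71.5% the other way, an odds ratio of 10.9. Among the 282 Lin− and 804 CD11b+ DEGs in this set, 51 were shared, an odds ratio of 5.07 (two-sided Fisher's exact test, p = 3.9e-18). Using the normal p of the Wald statistic for the DEGs lowered this odds ratio to 3.12 (Fisher's exact test, p = 0.301). Of the 51 shared DEGs, 31 were higher in Lin− and lower in CD11b+ I3KO/MLL-Af4 cells, 4 were changed the other way, 9 were lower in both and 7 higher in both. Across genes, the log2 fold changes of the cell types had a Pearson r of -0.0186 and a Spearman rho of 0.0249, and genes are not independent replicates. The paper relates the different sets bound and regulated by IGF2BP3 in Lin− and CD11b+ cells to the change of transcription during differentiation.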

The significant enrichment of IGF2BP3-bound mRNAs in differentially regulated and differentially spliced transcripts confirms a direct regulatory effect. However, further work is required to confirm functional relationships between the specific transcripts that are regulated and the phenotypic effects driven by IGF2BP3.

IGF2BP3 differentially regulated transcripts included MLL-AF4 target genes *Hoxa9, Hoxa10, Hoxa7*, and *Cd69* [32]*. HOXA9*, *HOXA10*, and *HOXA7* are induced by MLL-AF4 and *HOXA9* is required for MLL-rearranged leukemia survival [71]. We determined significant downregulation of both alternatively spliced and full-length isoforms for *Hoxa9*, *Hoxa7*, and *Cd69*. The relationship between leukemogenesis and splicing regulation is complex—while *Hoxa9T*, the homeodomain-less splice variant, is not sufficient for transformation alone, it is required with full-length *Hoxa9* for leukemogenic transformation [59, 72]. Thus, *Igf2bp3* may act through alteration of splicing regulation and upregulation of MLL-Af4 target leukemogenic genes to promote leukemogenesis and impact MLL-Af4 LIC function. Importantly, *Igf2bp3* is not required for steady-state hematopoiesis, in contrast to HOXA9, and may represent a more attractive therapeutic target.

In addition, we found that IGF2BP3 targets and modulates the expression of many transcripts within the Ras signaling pathway and its downstream effector pathways. RAS proteins control numerous cellular processes such as proliferation and survival and are amongst the most commonly mutated genes in cancer [73]. Interestingly, while *MLL-AF4* leukemia has a paucity of additional mutations, the mutations that are present are found in the RAS signaling pathway [74]. In addition, MEK inhibitors have shown selective activity against *MLL*-rearranged leukemia cell lines and primary samples [75]. Hence, IGF2BP3 regulates multiple pathways known to be important in *MLL-AF4* leukemia.

Here, we determined *Igf2bp3* is required for the efficient initiation of MLL-Af4-driven leukemia and function of LICs. Mechanistically, IGF2BP3 binds to hundreds of transcripts and modulates their expression through posttranscriptional mechanisms including regulation of steady-state mRNA levels and pre-mRNA splicing. We describe a novel positional bias for IGF2BP3 binding in leukemic cells isolated from an in vivo model, a notable advance in the field. In summary, IGF2BP3 is an amplifier of leukemogenesis by targeting and regulating the leukemic transcriptome initiated by MLL-AF4, thereby controlling multiple critical downstream effector pathways required for disease initiation and severity. Our findings highlight IGF2BP3 as a necessary regulator of *MLL*-*AF4* leukemia and a potential therapeutic target for this disease.

## Supplementary information

Supplemental Data, Tables, and Methods

Table S3

Table S4

## Data Availability

Data have been deposited onto the NCBI Gene Expression Omnibus repository (GSE156115).

# Supplementary material for: The RNA-binding protein IGF2BP3 is critical for MLL-AF4-mediated leukemogenesis
**Source:** Leukemia. 2021 Jul 29;36(1):68–79. doi: 10.1038/s41375-021-01346-7
**Supplement:** Supplementary file 1 — Supplemental Data, Tables, and Methods

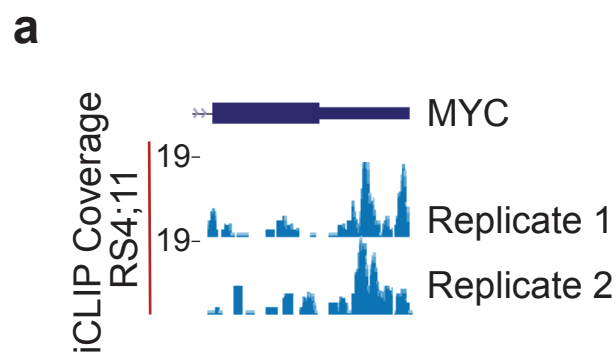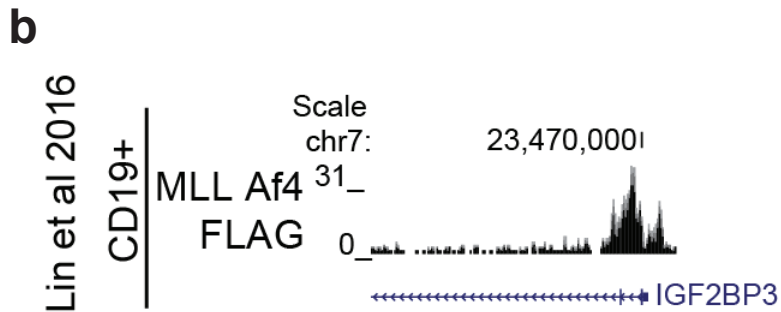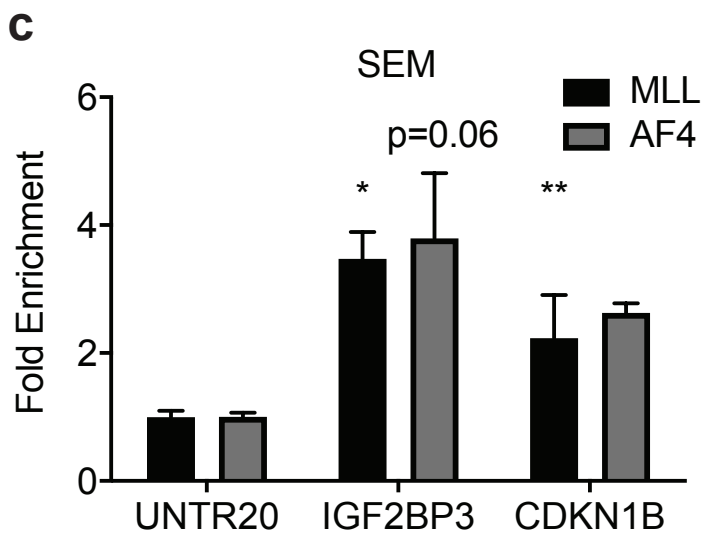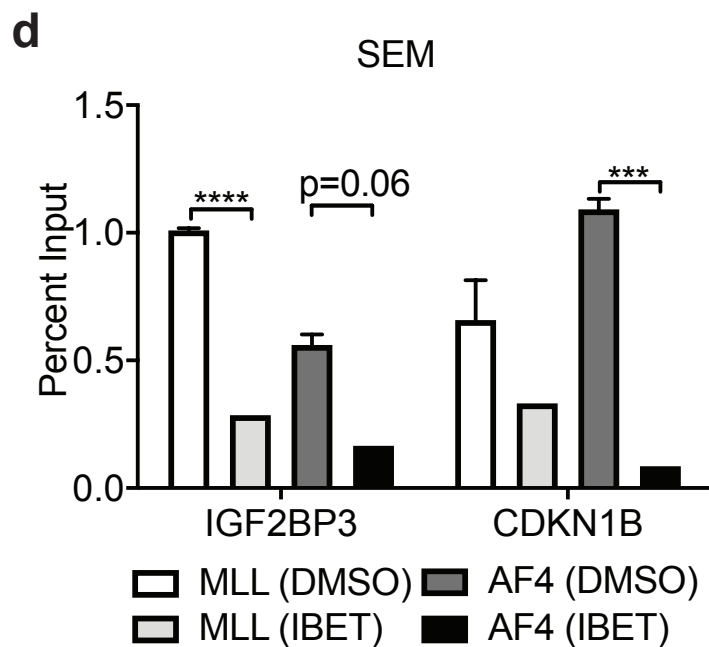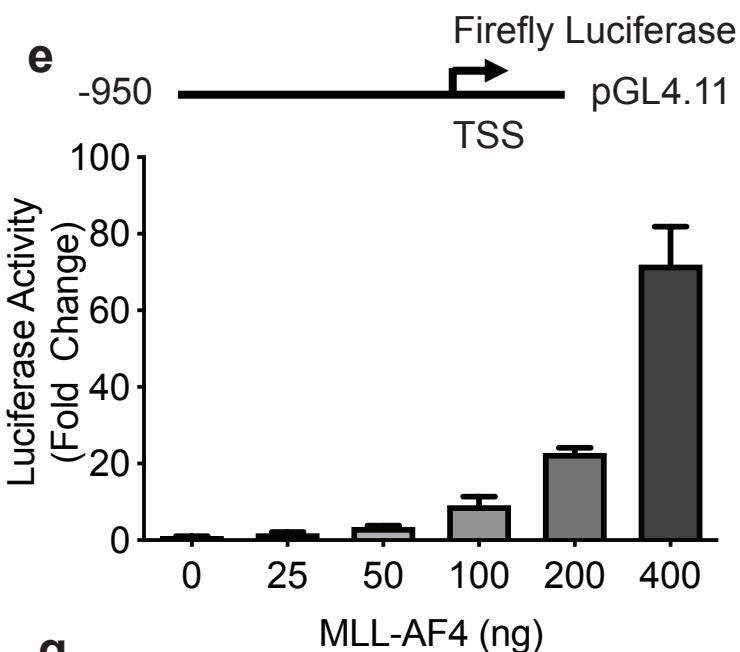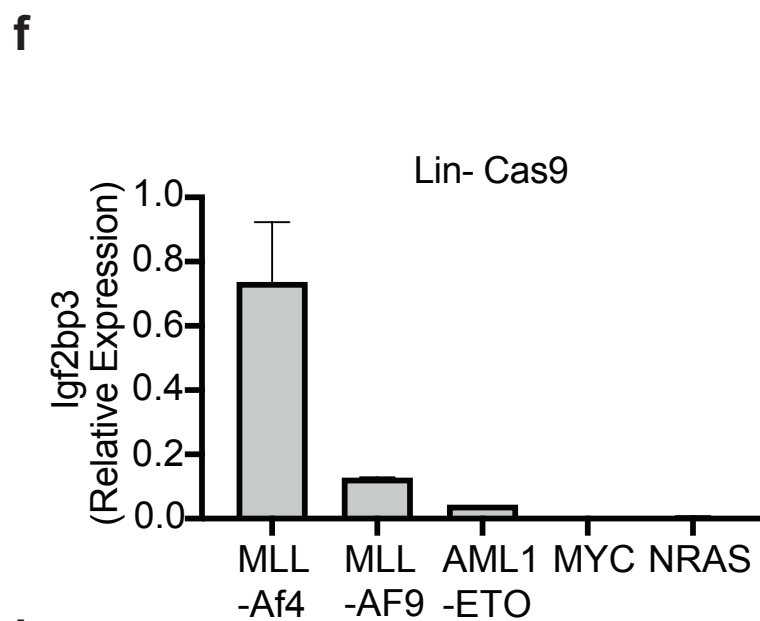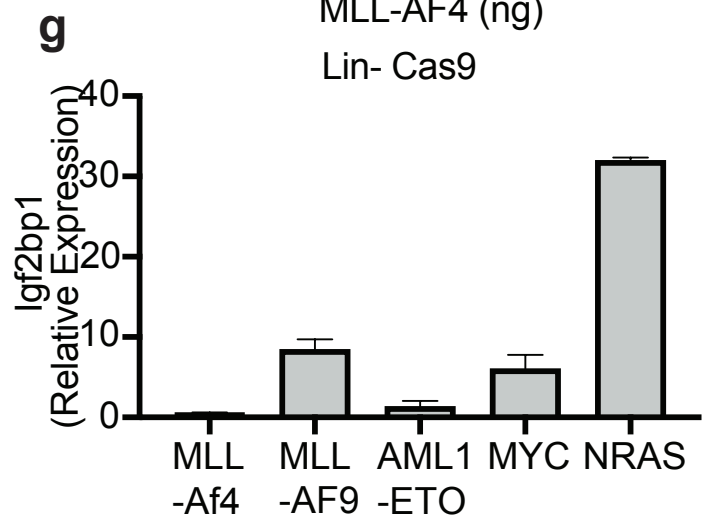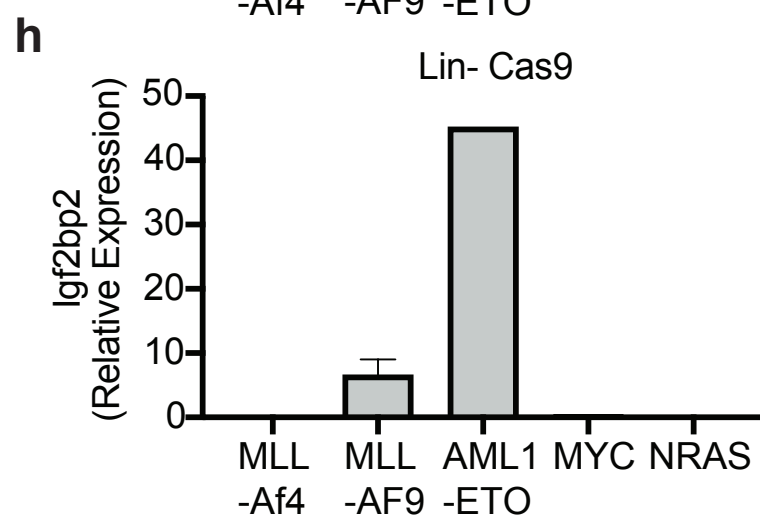

**Supplemental Figure 1, Related to Figure 1. IGF2BP3 binds to MLL-AF4 transcriptional target genes and MLL-AF4 induces IGF2BP3.**

- a) UCSC Genome Browser snapshot of RS4;11 IGF2BP3 CLIP-seq target MYC, an MLL-AF4 target gene.
- b) UCSC Genome Browser snapshot of CD19+ MLL-Af4 FLAG ChIP-seq target IGF2BP3 from Lin et al, 2016.
- c) ChIP-qPCR shows fold enrichment for IGF2BP3 and CDKN1B with MLL and AF4 IP in SEM. Normalized to UNTR20, an untranscribed region (t-test; \*P < 0.05, \*\*P < 0.01).
- d) Percent input from ChIP-qPCR of SEM cells show reduced binding of MLL-AF4 to IGF2BP3 with treatment of IBET-151 (t-test; \*\*\* P < 0.001, \*\*\*\*P < 0.0001).
- e) Luciferase assay of the IGF2BP3 promoter shows a dose-dependent response to MLL-AF4.
- f) Induction of *Igf2bp3* at the RNA level in MLL-Af4, MLL-AF9, AML1-ETO, MYC and NRAS Cas9-GFP HSPCs.
- g) Induction of *Igf2bp1* at the RNA level in MLL-Af4, MLL-AF9, AML1-ETO, MYC and NRAS Cas9-GFP HSPCs.
- h) Induction of *Igf2bp2* at the RNA level in MLL-Af4, MLL-AF9, AML1-ETO, MYC and NRAS Cas9-GFP HSPCs.

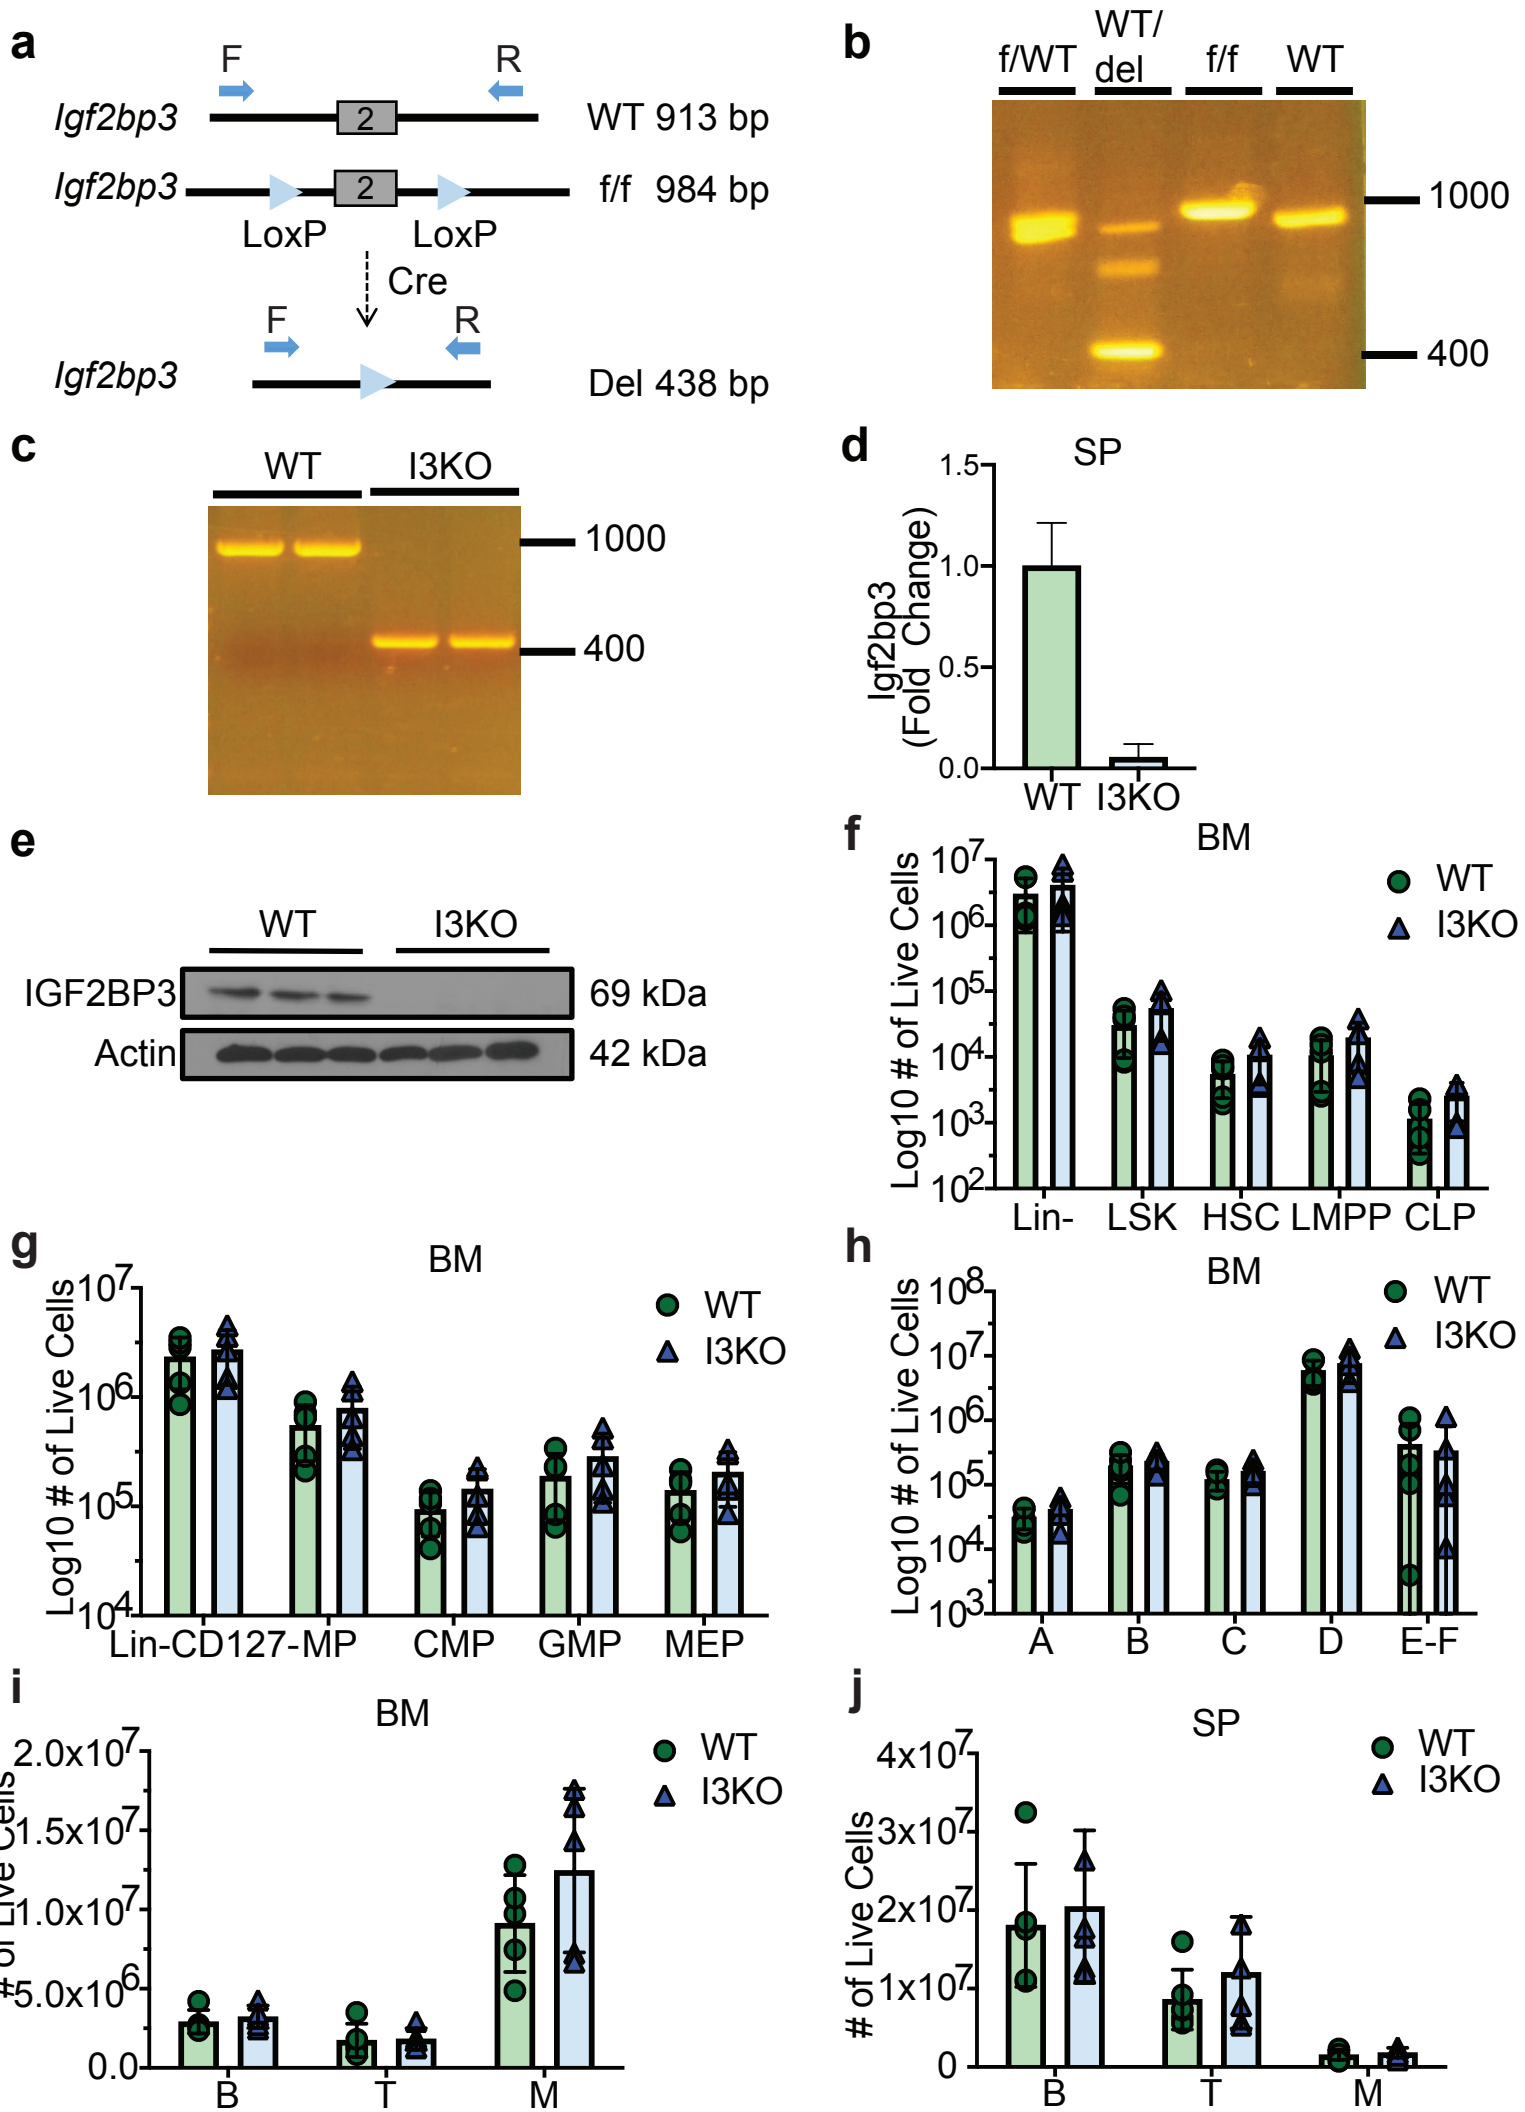

**Supplemental Figure 2, Related to Figure 2. I3KO mice maintain normal, steady-state hematopoiesis.**

- a) Schematic of alleles in WT, *Igf2bp3<sup>fl/fl</sup>*, and *Igf2bp3<sup>del/del</sup>* (I3KO) mice.
- b) PCR genotyping showing WT, *Igf2bp3<sup>fl/fl</sup>*, heterozygous *Igf2bp3<sup>fl/WT</sup>* and heterozygous *Igf2bp3<sup>WT/del</sup>* alleles.
- c) PCR genotyping showing WT and *Igf2bp3<sup>del/del</sup>* KO alleles.
- d) *Igf2bp3* expression using RT-qPCR in the spleen of I3KO mice.
- e) WB of IGF2BP3 expression in the spleen (tissue with the highest expression of I3) of WT and I3KO mice.
- f) Quantitation of Lin<sup>-</sup>, LSKs, HSCs, LMPPs, and CLPs in the BM of WT and I3KO mice at 8 weeks (n=5 WT, n=5 I3KO; t-test; P = 0.55, 0.23, 0.16, 0.22, 0.09, respectively).
- g) Quantitation of Lin-CD127<sup>-</sup>, Myeloid progenitors (MP), CMPs, GMPs, and MEPs in the BM of WT and I3KO mice at 8 weeks (n=5 WT, n=5 I3KO; t-test; P = 0.67, 0.35, 0.22, 0.34, 0.27, respectively).
- h) Hardy Fractions of WT and I3KO mice at 8 weeks (n=5 WT, n=5 I3KO; t-test; P = 0.30, 0.52, 0.21, 0.44, 0.78, respectively).
- i) Quantification of B cells, T cells, and Myeloid cells in the BM at 8 weeks (n=5 WT, n=5 I3KO; t-test; P = 0.51, 0.88, 0.25, respectively).
- j) Quantification of B cells, T cells, and Myeloid cells in the spleen of WT and I3KO mice at 8 weeks (n=5 WT, n=5 I3KO; t-test; P = 0.70, 0.57, 0.68, respectively).

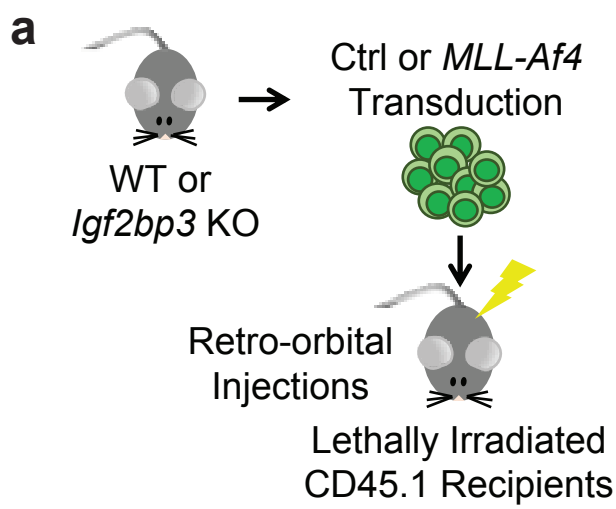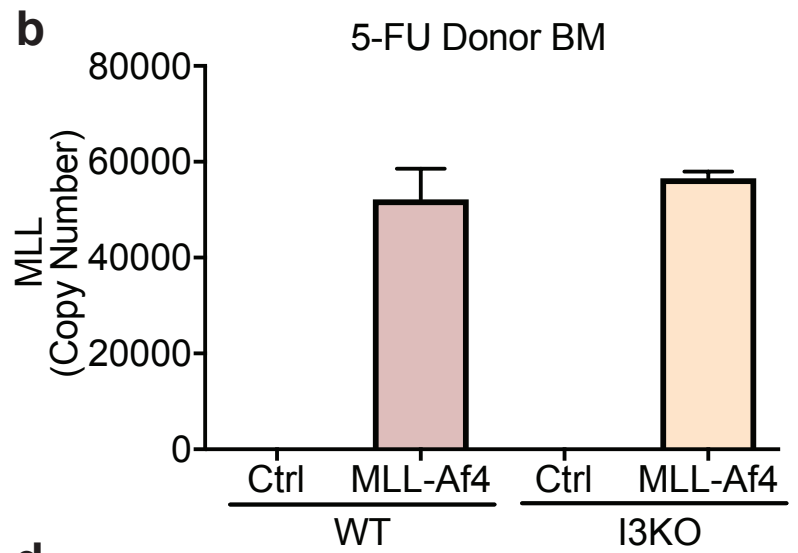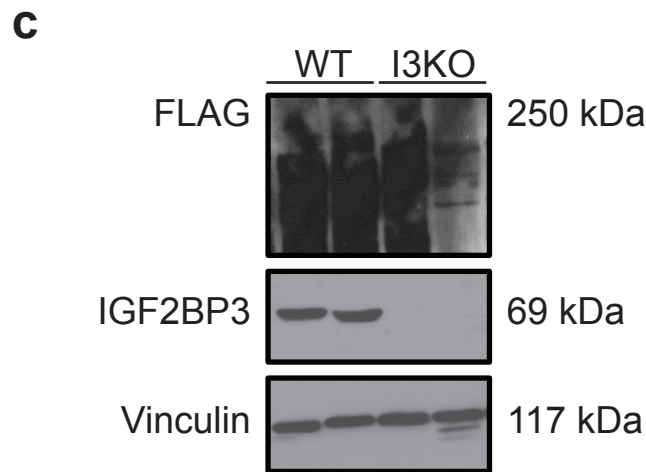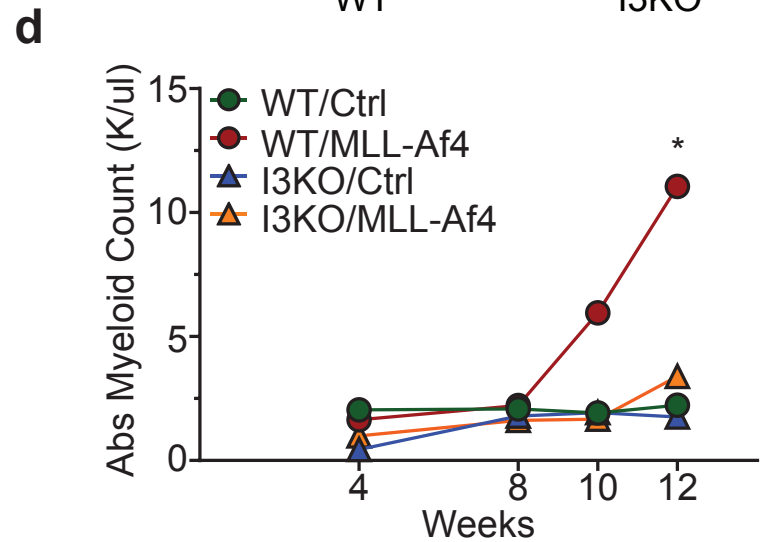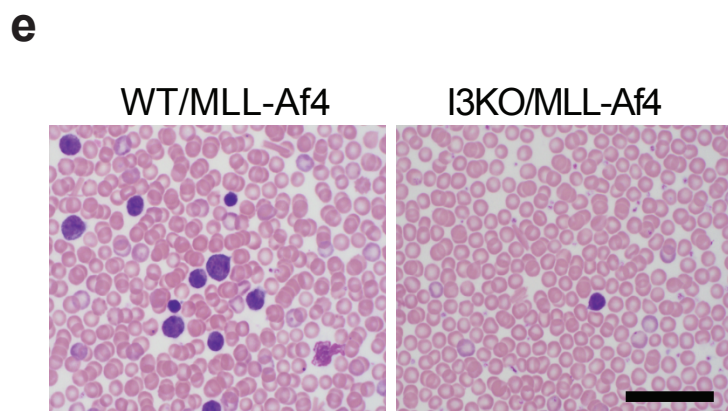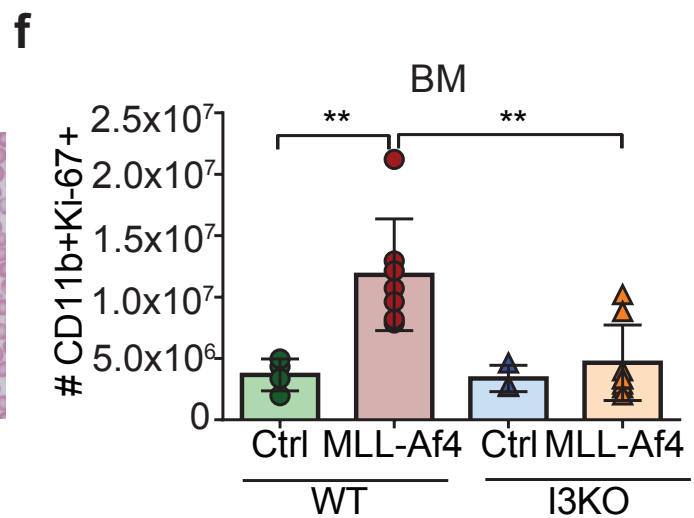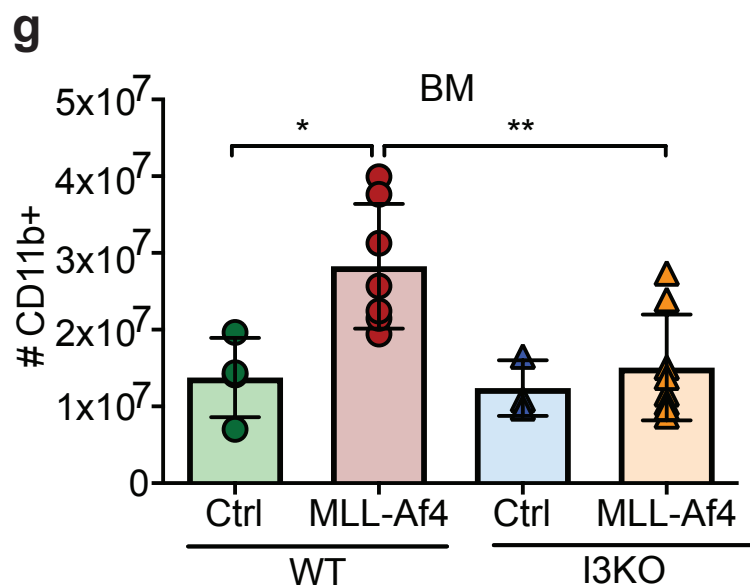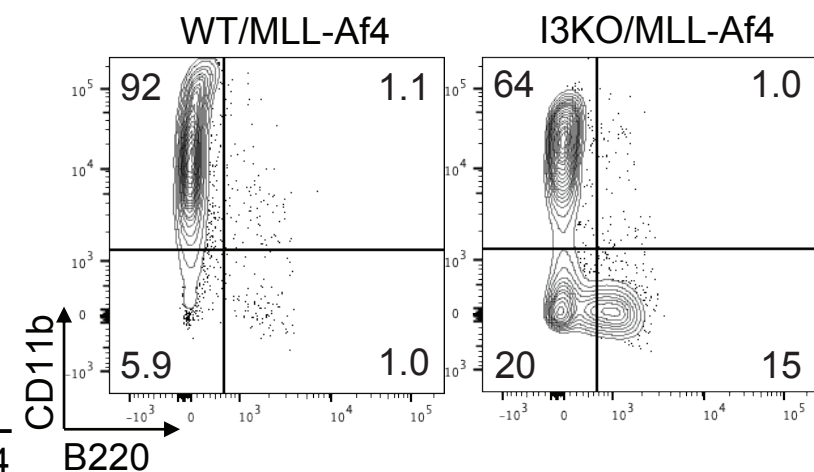

**Supplemental Figure 3, Related to Figure 2. *Igf2bp3* deletion attenuates the disease and results in the reduction of leukemic cells.**

- a) Schematic of BMT.
- b) MLL-Af4 copy number in 5-FU treated bone marrow from CD45.2 donor mice.
- c) Western blot of BM from mice transplanted with MLL-Af4 transduced WT or I3KO donor HSPCs with antibodies to FLAG, IGF2BP3 and Vinculin.
- d) Time course of Absolute Myeloid Counts in the PB of mice transplanted with control (Ctrl) or MLL-Af4 transduced HSPCs from WT or I3KO mice (t-test; \*P < 0.05).
- e) Wright staining of PB smears from WT/MLL-Af4 and I3KO/MLL-Af4 mouse. Scale bar, 40 microns
- f) Quantitation of CD11b+Ki67+ cells in the BM at 14 weeks post-transplantation (n= 4 Ctrl, n=8 MLL-Af4; one-way ANOVA followed by Bonferroni's multiple comparisons test; \*\*P < 0.01).
- g) (Left) Number of CD11b+ in the BM of recipient mice that received Ctrl or MLL-Af4 transduced HSPCs from WT or I3KO mice at 14 weeks (n=4 Ctrl, n=8 MLL-Af4; one-way ANOVA followed by Bonferroni's multiple comparisons test; \*P < 0.05, \*\*P < 0.01). (Right) Corresponding representative FACS plots showing CD11b+ and B220+ cells in the BM.

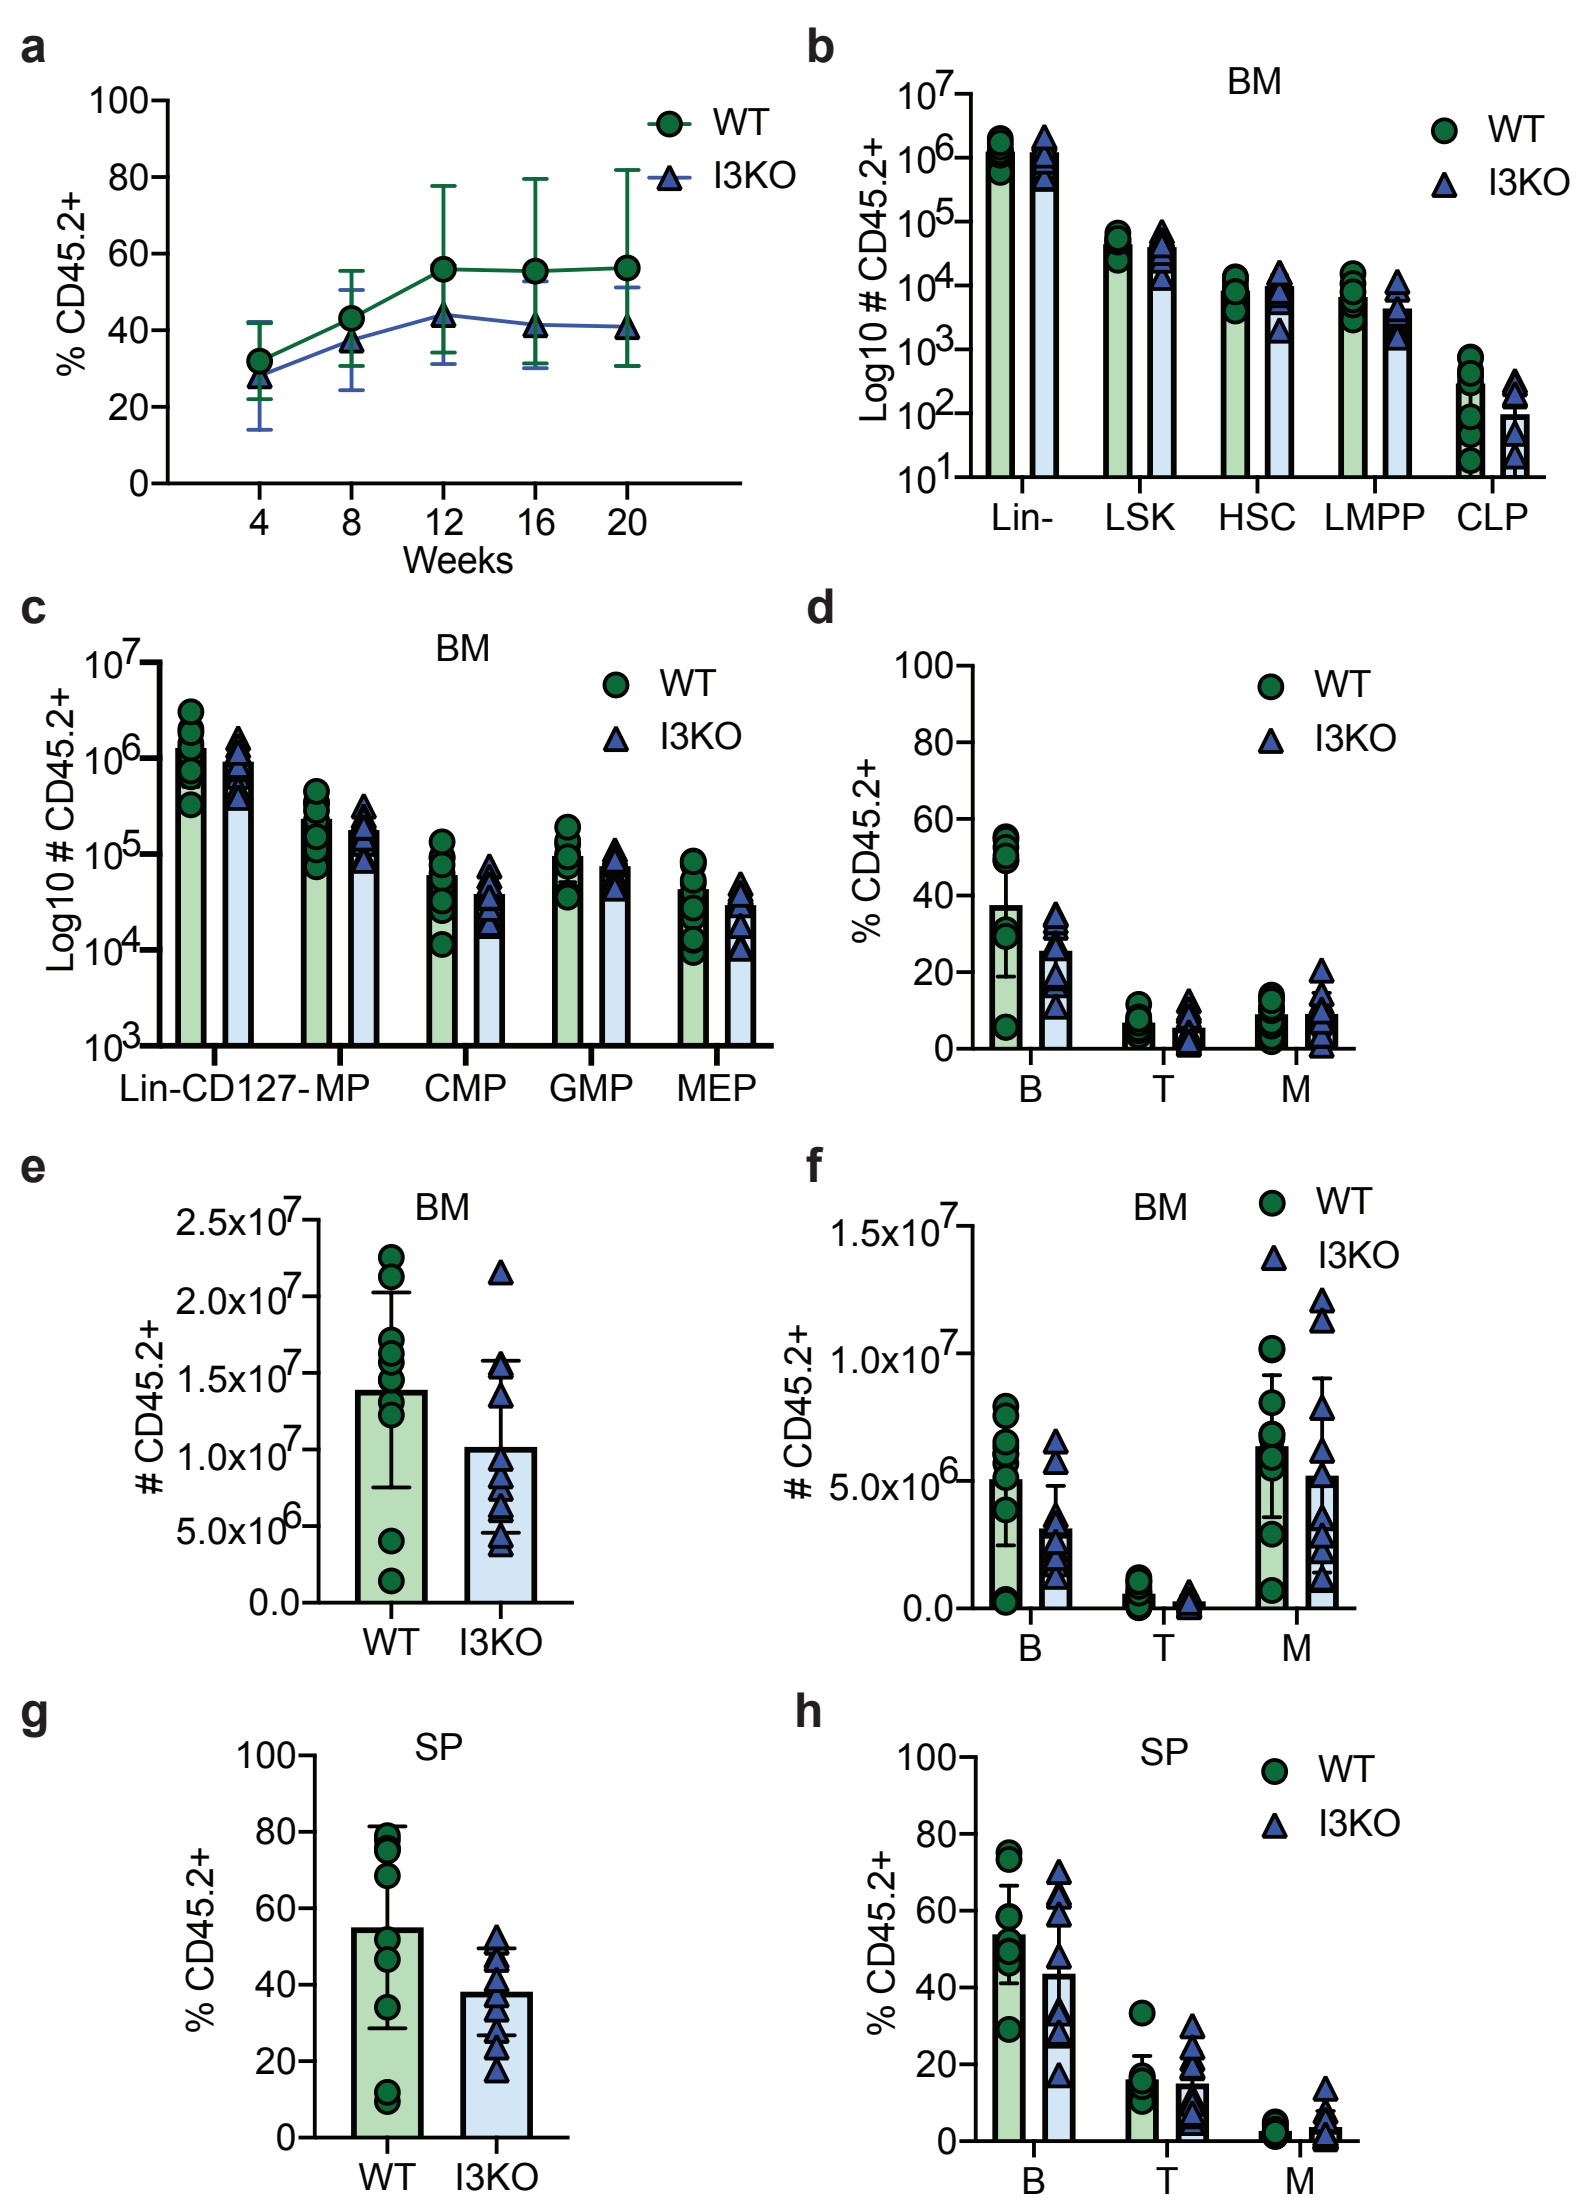

**Supplemental Figure 4, Related to Figure 3-4. I3KO mice show normal hematopoietic stem cell function and ability to reconstitute mice.**

- a) Percentage of CD45.2+ engraftment in the PB of recipient mice transplanted with either WT or I3KO donor BM in competitive repopulation BMT (n=11 WT, n=11 I3KO; t-test; P = 0.47, 0.31, 0.13, 0.1, 0.08, respectively).
- b) Quantitation of Lin-, LSKs, HSCs, LMPPs, and CLPs in the BM of competitive repopulation BMT mice at 24 weeks post-transplantation (n=11 WT, n=11 I3KO; t-test; P = 0.92, 0.51, 0.42, 0.13, 0.051, respectively).
- c) Quantitation of Lin-CD127-, Myeloid progenitors (MP), CMPs, GMPs, and MEPs in the BM of competitive repopulation BMT at 24 weeks (n=11 WT, n=11 I3KO; t-test; P = 0.17, 0.18, 0.09, 0.18, 0.17, respectively).
- d) Percentage of CD45.2+ B cells (B), T cells (T), Myeloid cells (M) in the PB of competitive repopulation BMT mice at 24 weeks (n=11 WT, n=11 I3KO; t-test; P = 0.07, 0.34, 0.95, respectively).
- e) Quantification of CD45.2+ cells in the BM of competitive repopulation BMT mice at 24 weeks (n=11 WT, n=11 I3KO; t-test; P = 0.16).
- f) Quantification of CD45.2+ B cells (B), T cells (T), Myeloid cells (M) in the BM of competitive repopulation BMT mice at 24 weeks (n=11 WT, n=11 I3KO; t-test; P = 0.051, 0.06, 0.43, respectively).
- g) Percentage of CD45.2+ cells in the SP of competitive repopulation BMT mice at 24 weeks (n=11 WT, n=11 I3KO; t-test; P = 0.07).
- h) Percentage of CD45.2+ B cells (B), T cells (T), Myeloid cells (M) in the SP of competitive repopulation BMT mice at 24 weeks (n=11 WT, n=11 I3KO; t-test; P = 0.14, 0.72, 0.44, respectively).

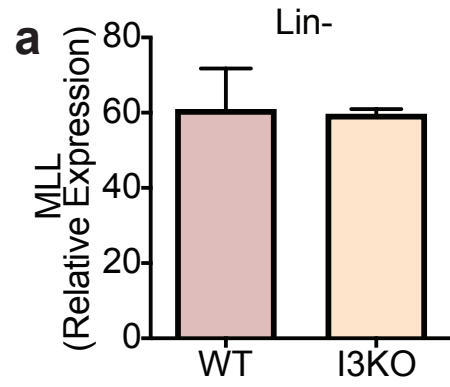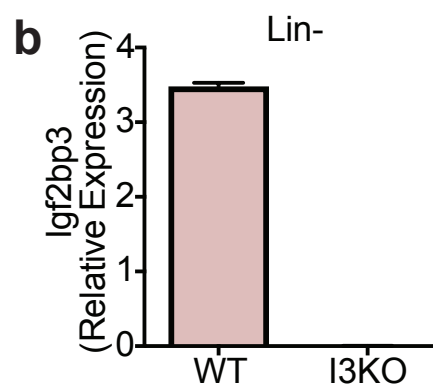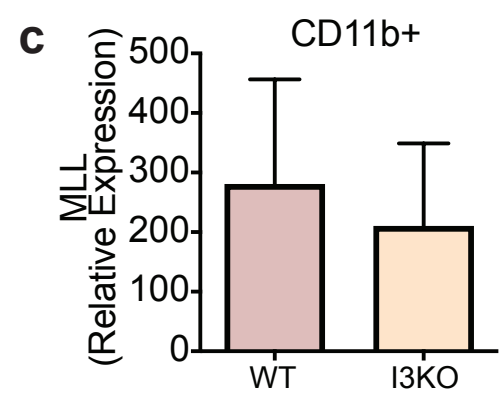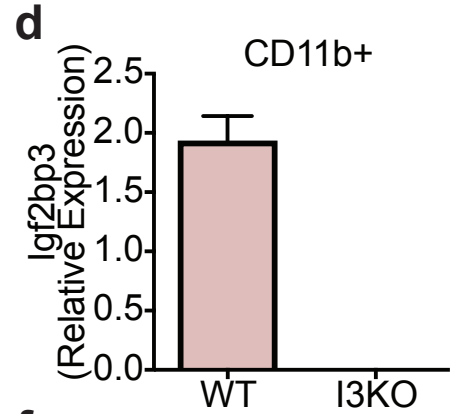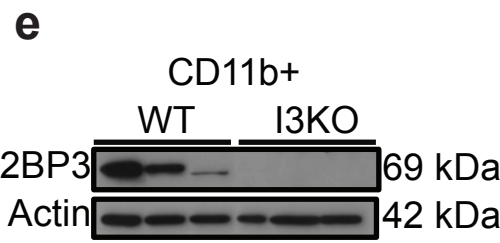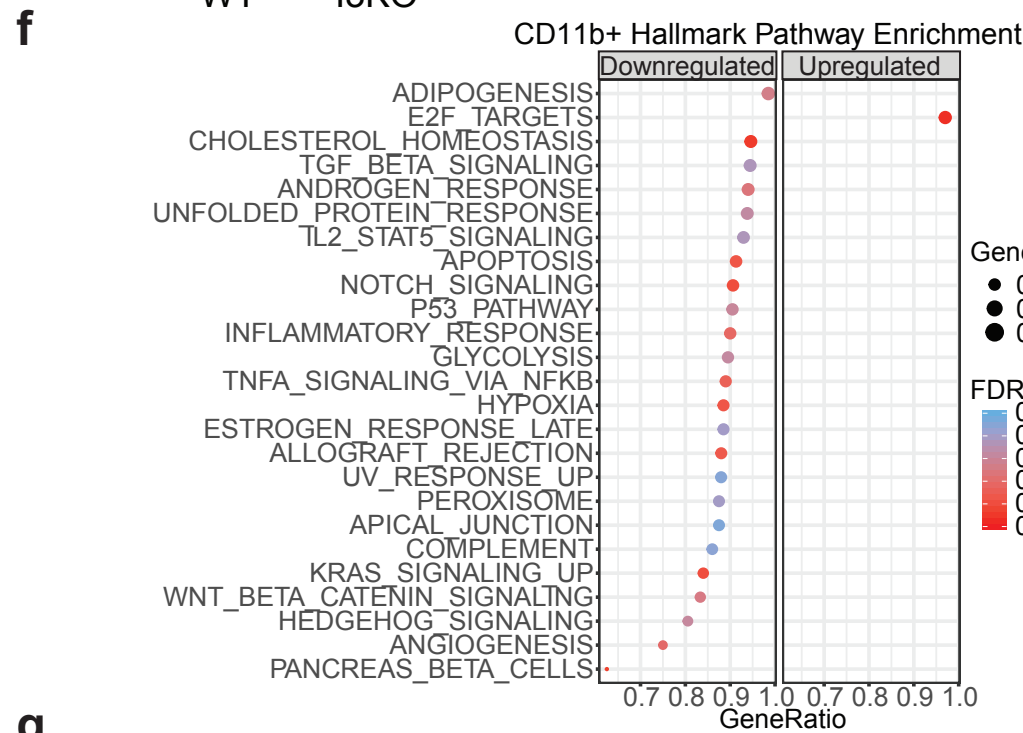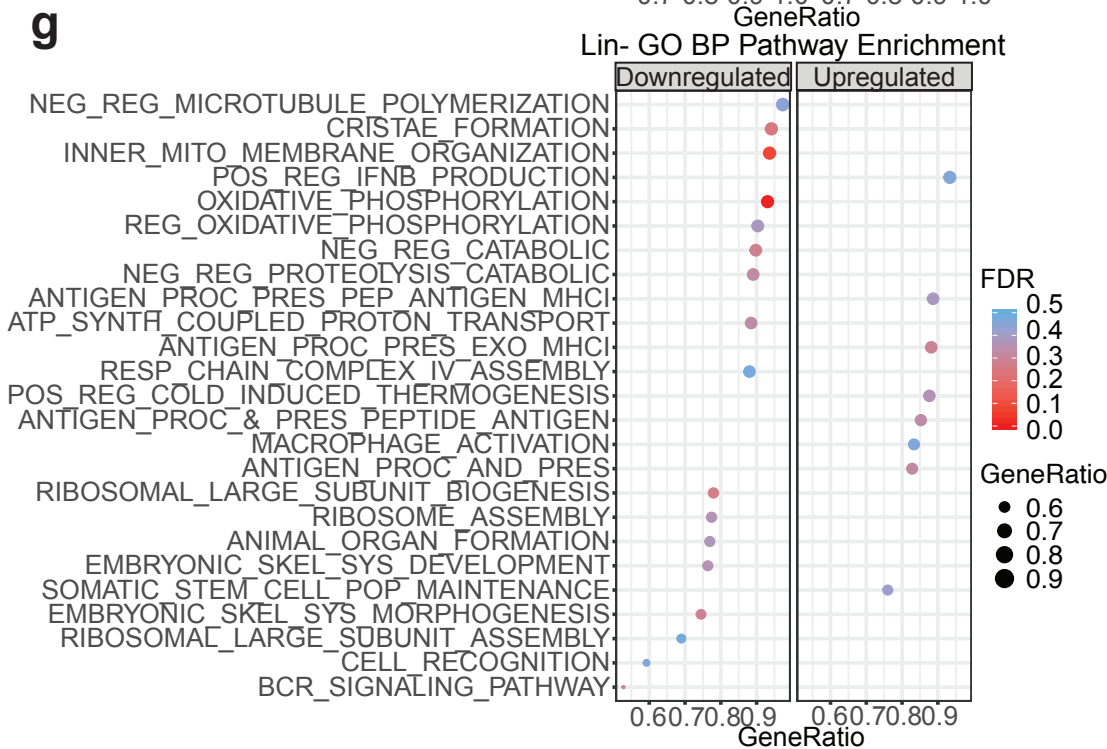

**Supplemental Figure 5, Related to Figure 3 and 5. *Igf2bp3* is upregulated in MLL-Af4 leukemia cells and enhances leukemogenesis by targeting transcripts within Ras signaling pathways.**

- a) Relative expression of *MLL* by RT-qPCR in WT/MLL-Af4 and I3KO/MLL-Af4 immortalized Lin<sup>-</sup> cells.
- b) Relative expression of *Igf2bp3* by RT-qPCR in WT/MLL-Af4 and I3KO/ MLL-Af4 immortalized Lin<sup>-</sup> cells.
- c) Relative expression of *MLL* by RT-qPCR in WT/MLL-Af4 and I3KO/MLL-Af4 leukemic CD11b<sup>+</sup> splenic cells.
- d) Relative expression of *Igf2bp3* by RT-qPCR in WT/MLL-Af4 and I3KO/MLL-Af4 leukemic CD11b<sup>+</sup> splenic cells.
- e) Expression of IGF2BP3 of in WT/MLL-Af4 and I3KO/MLL-Af4 leukemic CD11b<sup>+</sup> splenic cells at the protein level.
- f) Hallmark Pathway enrichment using Gene Set Enrichment Analysis on DEseq analyzed RNA-seq samples from WT/MLL-Af4 and I3KO/MLL-Af4 CD11b<sup>+</sup> cells.
- g) Gene Ontology Biological Processes Pathway enrichment using Gene Set Enrichment Analysis on DEseq analyzed RNA-seq samples from WT/MLL-Af4 and I3KO/MLL-Af4 Lin<sup>-</sup> cells.

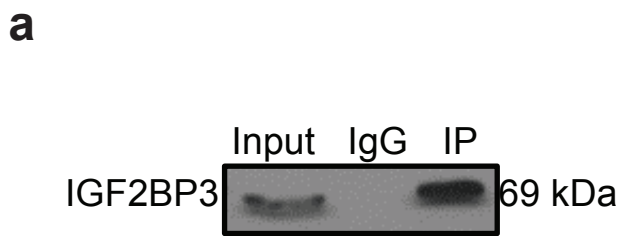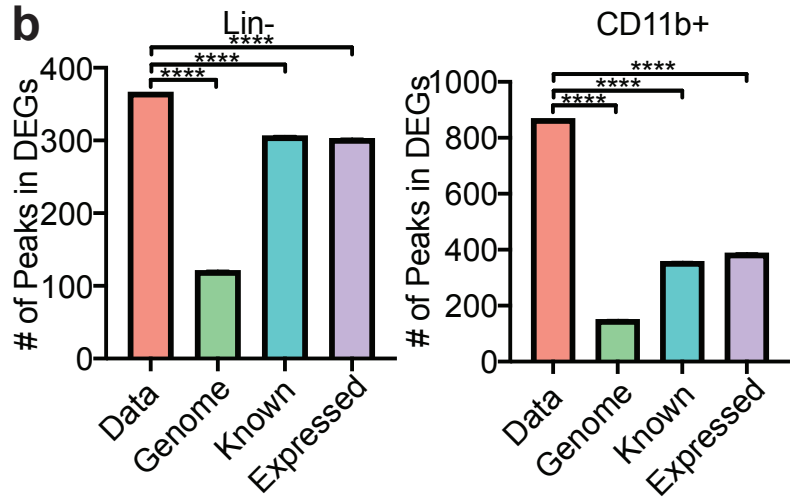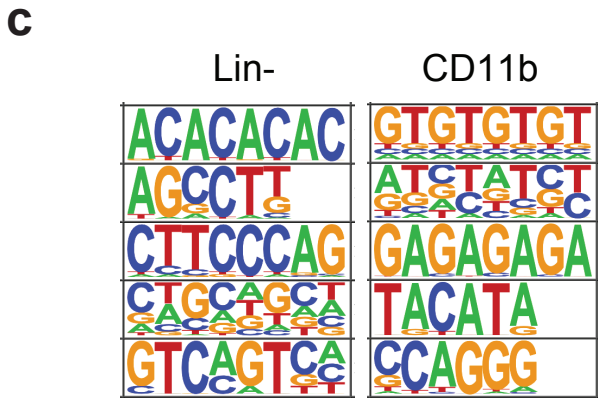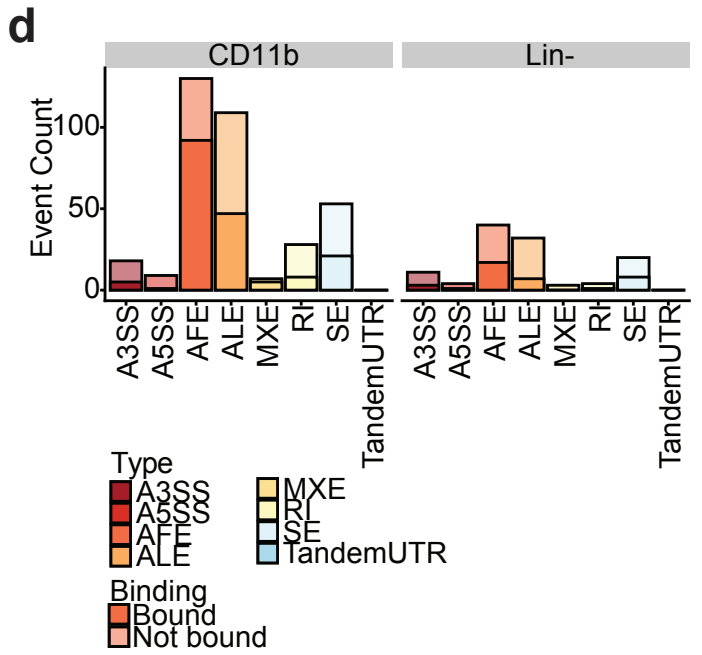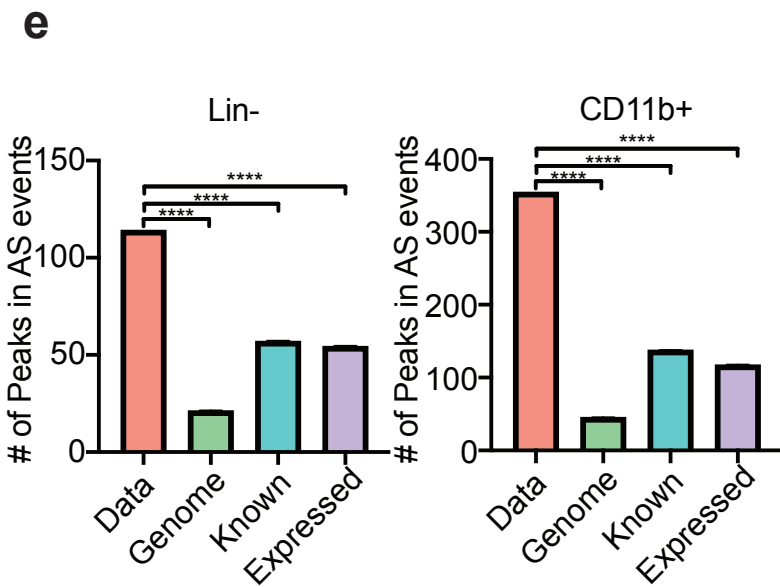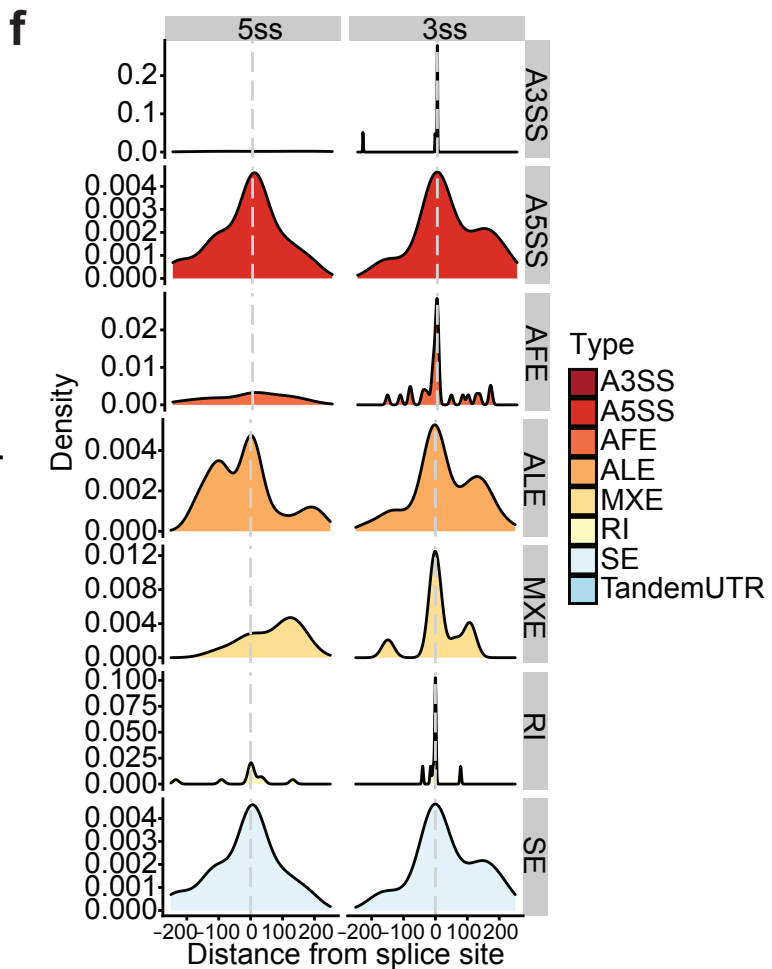

**Supplemental Figure 6, Related to Figure 6. *Igf2bp3* targets specific mRNA regulons through multiple post-transcriptional mechanisms.**

- a) Confirmation Western blot of protein samples from IGF2BP3 RIP. Input refers to 70Z/3 cell lysate used for immunoprecipitation. RIP is RNA immunoprecipitation from control (mouse IgG) or  $\alpha$ -IGF2BP3 antibody used in eCLIP (MBL).
- b) Number of predicted eCLIP binding sites within the differentially expressed genes in the Lin- (left) and CD11b+ (right) dataset, the whole genome, known genes, and expressed genes by simulating distribution of binding sites over respective background (data represent mean $\pm$ SEM; one-sample t-test; \*\*\*\*P <  $2.2 \times 10^{-16}$ ).
- c) Homer motif analysis showing top five 6-8-mer motifs.
- d) Event counts for different types of alternative splicing patterns in CD11b and Lin- datasets (A3SS, Alternative 3' splice sites; A5SS, Alternative 5' splice sites; AFE, Alternative first exons; ALE, Alternative last exons; MXE, Mutually exclusive exons; RI, Retained introns; SE, Skipped exons; Bound, IGF2BP3 eCLIP target; Bayes factor $\geq$ 10, delta PSI $\geq$ 0.1, and minimum 20 reads supporting the event).
- e) Number of predicted eCLIP binding sites within the dynamic alternative splicing events in the Lin- (left) and CD11b+ dataset (right), the whole genome, known genes, and expressed genes by simulating distribution of binding sites over respective background (data represent mean $\pm$ SEM; one-sample t-test; \*\*\*\*P <  $2.2 \times 10^{-16}$ ).
- f) Histogram showing alternative event density and distance from 5' (5ss) and 3' (3ss) splice sites for each alternative splicing pattern (A3SS, Alternative 3' splice sites; A5SS, Alternative 5' splice sites; AFE, Alternative first exons; ALE, Alternative last exons; MXE, Mutually exclusive exons; RI, Retained introns; SE, Skipped exons).

**Table S1, Related to Methods. Antibodies and oligonucleotides used in experiments.**

| REAGENT                         | VENDOR/REFERENCE         | CATALOG NUMBER |
|---------------------------------|--------------------------|----------------|
| Antibodies                      |                          |                |
| MLL rabbit polyclonal           | Bethyl Lab               | A300-086A      |
| AF4 rabbit polyclonal           | Abcam                    | ab31812        |
| RNA Polymerase mouse monoclonal | EMD Millipore            | 05-623B        |
| Normal Mouse IgG                | EMD Millipore            | 12-371B        |
| FLAG mouse monoclonal           | Sigma-Aldrich            | F1804          |
| IGF2BP3 rabbit polyclonal       | MBL                      | RN009P         |
| Vinculin mouse monoclonal       | Santa Cruz Biotechnology | sc-73614       |
| $\beta$ -actin mouse monoclonal | Sigma-Aldrich            | A1978          |
| HOXA9 goat polyclonal           | Santa Cruz Biotechnology | sc-17155       |
| CD3e-PE                         | Biolegend                | 100308         |
| CD11b-PE-Cy7                    | Biolegend                | 101216         |
| B220-PerCP-Cy5.5                | Biolegend                | 103236         |
| Gr-1-Pacific Blue               | Biolegend                | 108430         |
| CD45.1-APC-Cy7                  | Biolegend                | 110716         |
| CD45.2-APC                      | Biolegend                | 109813         |
| c-Kit/CD117-Alexa Fluor 700     | Thermo Fisher Scientific | 56-1172-80     |
| Ki-67-PE                        | Biolegend                | 652403         |
| c-Kit/CD117-APC-Cy7             | Biolegend                | 105826         |
| Sca1-PerCP-Cy5.5                | Biolegend                | 108124         |
| CD135- APC                      | Thermo Fisher Scientific | 17-1351-82     |
| CD127-PE-Cy7                    | Biolegend                | 135014         |
| CD150-PE                        | Biolegend                | 115903         |
| Biotin CD4                      | Thermo Fisher Scientific | 13-0041-82     |
| Biotin CD8                      | Biolegend                | 100704         |
| Biotin B220                     | Biolegend                | 103204         |
| Biotin NK1.1                    | Biolegend                | 108704         |
| Biotin IgM                      | Thermo Fisher Scientific | 13-5790-85     |
| Biotin Gr-1                     | Biolegend                | 108404         |
| Biotin Ter119                   | Biolegend                | 116204         |
| Biotin TCR beta                 | Biolegend                | 109204         |
| Biotin TCR gamma-delta          | Biolegend                | 118103         |
| CD45.2-BV605                    | Biolegend                | 109841         |
| Streptavidin-Pacific Blue       | Thermo Fisher Scientific | 48-4317-82     |
| CD16/32-PE-Cy7                  | Biolegend                | 101318         |
| CD34-Alexa Fluor 700            | Thermo Fisher Scientific | 56-0341-82     |
| CD127-APC                       | Biolegend                | 135012         |
| IgM-PE                          | SoutherBiotech           | 1020-09S       |
| CD43- APC                       | BD Biosciences           | 560663         |
| CD24-PE-Cy7                     | Thermo Fisher Scientific | 25-0242-80     |
| Ly51-Biotin                     | Biolegend                | 108303         |

| Oligonucleotides                                                 |                         |     |
|------------------------------------------------------------------|-------------------------|-----|
| IGF2BP3-ChIP F: GACCACGAACGGGAGAACTG<br>R: TCAATTCAGACGTGGTGCGG  | Lin et al., 2016.       | N/A |
| CDKN1B-ChIP F: TCTTCTTCGTCAGCCTCCCTTC<br>R: TCGCAGAGCCGTGAGCAAGC | Wilkinson et al., 2013. | N/A |
| MLL F: GAAACCTACCCCATCAGCAA<br>R: GACCTGCTTGCTTGACTTCC           | This paper              | N/A |
| Igf2bp3 F: CCTGGTGAAGACGGGCTAC<br>R: TCAACTTCCATCGGTTTCCCA       | This paper              | N/A |
| Igf2bp1 F: CTCAACGAGAGTGTGACCCC<br>R: CCCGAGAAAGTTTCGATGGC       | This paper              | N/A |
| Igf2bp2 F: TAAGGCTCAGGGACGGAT<br>R: TGGTCACGAGGCACGATAAC         | This paper              | N/A |
| Hoxa7 F: ATGTGAACGCGCTTTTATAGC<br>R: ATTGTATAAGCCCGGCACAG        | This paper              | N/A |
| Hoxa9 F: AAAACACCAGACGCTGGAAC<br>R: TCTTTTGCTCGGTCTTGT           | This paper              | N/A |
| Hoxa10 F: GAAGAAACGCTGCCCTTACA<br>R: GATTCGGTTTTCTCGGTTCA        | This paper              | N/A |
| Cd69 F: TGGTGAAC TGGAACATTGGA<br>R: CTCACAGTCCACAGCGGTAA         | This paper              | N/A |
| Notch1 F: TGAGACTGCCAAAGTGTGTC<br>R: GTGGGAGACAGAGTGGGTGT        | This paper              | N/A |
| Csf2rb F: CCCACTCTCTGCCTGATCTC<br>R: CCCACACTGCACATCCATAG        | This paper              | N/A |
| Ccnd1 F: GCGTACCCTGACACCAATCT<br>R: CTCTTCGCACTTCTGCTCCT         | This paper              | N/A |
| Maf F: GAGGAGGTGATCCGACTGAA<br>R: TCTCCTGCTTGAGGTGGTCT           | This paper              | N/A |
| Itga6 F: TGAAGATGGGCCCTATGAAG<br>R: CTCTTGGAGCACCAGACACA         | This paper              | N/A |
| Mafb F: TGGATGGCGAGCAACTACC<br>R: CCAGGTCATCGTGAGTCACA           | This paper              | N/A |
| Klf4 F: CTGAACAGCAGGGACTGTCA<br>R: GACCTTCTTCCCCTCTTTGG          | This paper              | N/A |
| Akt3 F: GCCCAACCTCACAGATTGAT<br>R: CACTTGCCTTCTCTCGAACC          | This paper              | N/A |
| Hoxa9T F: CCGGACGGCAGTTGATAG<br>R: GTTCCAGCGTCTGGTGTTTT          | This paper              | N/A |
| Hoxa9-FL F: ATCACCACCACCCCTAC<br>R: GAGTGTC AAGCGTGGGACAG        | This paper              | N/A |
| Hoxa9-Common F: CCTGGGCAACTACTATGTGGA<br>R: GGAAGCTGCAAGGACTGAAG | This paper              | N/A |
| Hoxa7-Alt F: GCTCGGCTAGAGGAGACACC<br>R: TGATAGAGGGGGCTGTTGAC     | This paper              | N/A |
| Hoxa7-FL F: ATGTGAACGCGCTTTTATAGC<br>R: ATTGTATAAGCCCGGCACAG     | This paper              | N/A |
| Hoxa7-Common F: GCCTCCTACGACCAAAACAT<br>R: GTCTGGTAGCGCTGTAGGT   | This paper              | N/A |
| Cd69-Alt F: AGAGGGCAGAAGGTGGGC<br>R: CAAGGCCCAACTCTTGTT          | This paper              | N/A |
| Cd69-FL F: GTGGTCCTCATCACGTCCTT<br>R: CAACTCTTGTTGTGGTGGA        | This paper              | N/A |
| Cd69-Common F: TGGTGAAC TGGAACATTGGA                             | This paper              | N/A |

|                                                                                |                              |     |
|--------------------------------------------------------------------------------|------------------------------|-----|
| R: CTCACAGTCCACAGCGGTAA                                                        |                              |     |
| Igf2bp3 sgRNA F:CACCGAGCTTGGTCCTTACTGGAAT<br>R:AAACATTCCAGTAAGGACCAAGCTC       | Palanichamy et al.,<br>2016. | N/A |
| Non-targeting sgRNA<br>F:TTTGCGAGGTATTCGGCTCCGCG<br>R: AAACCGCGGAGCCGAATACCTCG | Sanjana et al., 2014.        | N/A |
| L32 F: AAGCGAAACTGGCGGAAAC R:<br>TAACCGATGTTGGGCATCAG                          | Palanichamy et al.,<br>2016. | N/A |
| UNTR20 F: ATCACACTGCAAAAATCCAGAA R:<br>TCACTTCTTTAACTGGCCTTGA                  | Kaukonen et al., 2016.       | N/A |

**Table S2, Related to Supplemental Figure 2. Chi-square of generation of *Igf2bp3*<sup>del/del</sup> (I3 KO) mice.**

| Genotype | Observed (O) | Expected (E) | O-E  | (O-E) <sup>2</sup> | (O-E) <sup>2</sup> /E | $\chi^2$ | P value  |
|----------|--------------|--------------|------|--------------------|-----------------------|----------|----------|
| WT       | 20           | 14           | 6.0  | 36.0               | 2.57                  | 4.39     | 0.1-0.15 |
| WT/del   | 21           | 28           | -7.0 | 49.0               | 1.75                  |          |          |
| del/del  | 15           | 14           | 1.0  | 1.0                | 0.07                  |          |          |

**Table S3, Related to Figure 5-6. IGF2BP3-dependent regulatory targets in MLL-Af4 Lin- cells.** Provided as an Excel file.

**Table S4, Related to Figure 5-6. IGF2BP3-dependent regulatory targets in MLL-Af4 CD11b+ bulk leukemia cells.** Provided as an Excel file.

## SUPPLEMENTAL METHODS

*ChIP-PCR reagents.* RS4;11 and SEM cells were crosslinked using 37% formaldehyde and subjected to sonication to shear the crosslinked chromatin. Chromatin immunoprecipitation was performed using the EZ-ChIP kit (EMD Millipore 17-371). Antibodies used were MLL rabbit polyclonal (Bethyl Lab A300-086A), AF4 rabbit polyclonal (Abcam ab31812), RNA Polymerase mouse monoclonal (EMD Millipore 05-623B), and Normal Mouse IgG (EMD Millipore 12-371B). SEM cells were treated with 1 $\mu$ M of EPZ5676 (Sigma-Aldrich ADV465750917) and 1 $\mu$ M of IBET151 (Sigma-Aldrich SML0666).

*qPCR reagents.* RNA from cell lines or primary mouse cells was collected using QIAzol Lysis Reagent and purified using the miRNeasy Mini Kit (Qiagen 217004). RNA was reverse transcribed using qScript (Quanta BioSciences). qPCR was performed with the StepOne Plus Real-Time PCR System (Applied Biosystems) using PerfeCTa SYBR Green FastMix reagent (Quanta BioSciences).

*Western blot reagents.* Cells were lysed in RIPA buffer (Boston BioProducts) supplemented with Halt Protease and Phosphatase Inhibitor Cocktail (Thermo Scientific). Equal amounts of protein lysate (as quantified by using bicinchoninic acid protein assay, BCA [Thermo Scientific]) were electrophoresed on a 5%–12% SDS-PAGE and electroblotted onto a nitrocellulose membrane. Antibodies used were FLAG mouse monoclonal (Sigma-Aldrich F1804), IGF2BP3 rabbit polyclonal (MBL RN009P), MLL rabbit polyclonal (Bethyl Lab A300-086A), HOXA9 goat polyclonal (Santa Cruz Biotechnology Inc. sc-17155), Vinculin mouse monoclonal (Santa Cruz Biotechnology Inc. sc-73614) and  $\beta$ -actin mouse monoclonal (Sigma-Aldrich A1978). Secondary HRP-conjugated antibodies (Santa Cruz Biotechnology Inc.) and SuperSignal West Pico Plus kit (Pierce Biotechnology) were used for enhanced chemiluminescence-based detection. Quantification was performed using ImageJ analysis.

*Luciferase assays.* The 950bp promoter region upstream of the TSS of IGF2BP3 was cloned into the multiple cloning region between NheI and HindIII restriction enzyme sites of the pGL4.11 vector (Promega). 293T cells were cotransfected with the pGL4.11, pGL4.75, IGF2BP3 promoter containing reporter vector along with the empty vector or PIDE-MLL-AF4 overexpression vector ratios (0:400, 375:25, 350:50, 300:100, 200:200, and 0:400 ng). Cotransfections were performed with BioT (Bioland) as per the manufacturer's instructions. Cells were lysed after 24 hours, substrate was added, and luminescence was measured on a GloMax-Multi Jr (Promega) utilizing the Dual-Luciferase Reporter Assay System (Promega E1910). The ratio of firefly to Renilla luciferase activity was calculated for all samples. Experiments were completed at least 3 times for validation.

*Additional plasmids, cell culture, and spin infection details.* The PIDE-MLL-AF4 plasmid used in the luciferase assay was kindly given by Rolf Marschalek (Goethe-University of Frankfurt, Frankfurt, Germany) through MTA(1). The MIG-MLL-AF9 plasmid was kindly given by John Chute (Cedars-Sinai Medical Center, Los Angeles, CA). The MigR1-AE vector encoding the AML1-ETO fusion was purchased from addgene (addgene 12431). The coding sequences for MYC and NRAS were cloned in-house into the MSCV-IRES-

GFP (MIG) vector, respectively. 70Z/3 cells (ATCC TIB-158) were spin-infected at 30°C for 90 minutes in the presence of polybrene. Lin<sup>-</sup> cells were obtained by harvesting the BM from C57BL/6J (Jackson Laboratory 000664) or I3KO mice, lysing in red blood cell lysis buffer, and staining with a cocktail of biotinylated antibodies for lineage depletion by MACS (Miltenyi). Cas9 Lin<sup>-</sup> cells were obtained by harvesting the BM from B6J.129(Cg)-Gt(ROSA)26Sor<sup>tm1.1(CAG-cas9\*,-EGFP)Fezh/J</sup> mice (Jackson Laboratory 026179), lysing in red blood cell lysis buffer, and staining with a cocktail of biotinylated antibodies for lineage depletion by MACS (Miltenyi). Cas9 Lin<sup>-</sup> cells were spin-infected with MIG-MLL-AF9, MigR1-AE, MIG-MYC, and MIG-NRAS virus at 30°C for 90 minutes in the presence of polybrene. For CFU assays, after MLL-Af4 transduction and G418 selection, Cas9 Lin<sup>-</sup> cells were spin-infected with MSCV-hU6-sgRNA-EFS-mCherry virus at 30°C for 90 minutes in the presence of polybrene. CD11b<sup>+</sup> cells were obtained by harvesting the splenic tumors from the WT/MLL-Af4 or I3KO/MLL-Af4 mice, lysing in red blood cell lysis buffer, and staining with a CD11b biotinylated antibody (BioLegend 101204) for positive selection by MACS (Miltenyi). The list of antibodies used is provided in the Table S1. The human B-ALL cell lines RS4;11 (MLL-AF4 translocated; ATCC CRL-1873), SEM (MLL-AF4 translocated; DSMZ ACC 546), murine pre-B leukemic cell line 70Z/3 (ATCC TIB-158), and HEK 293T cell line (ATCC CRL-11268) were grown in their corresponding media at 37°C in a 5% CO<sub>2</sub> incubator. Lentiviruses and retroviruses were generated as previously described(2, 3).

*Additional BM transplant and competitive repopulation assay details.* 5-FU enriched BM was harvested and spin-infected from 8-week-old CD45.2<sup>+</sup> donor C57BL/6J (Jackson Laboratory 000664) or I3KO female mice as previously described(2). 8-week-old CD45.1<sup>+</sup> recipient B6.SJL-Ptprc-Pep3/BoyJ (Jackson Laboratory 002014) female mice were lethally irradiated and injected with donor BM. Total sample size (n) of 24 mice (n=4 Ctrl and n=8 MLL-Af4 for WT and I3KO) were used for each experiment. Experiments were completed at least 3 times for validation. For competitive repopulation experiments, 8-week-old CD45.2<sup>+</sup> donor C57BL/6J or I3KO female mice and 8-week-old CD45.1<sup>+</sup> donor B6.SJL-Ptprc-Pep3/BoyJ female mice were harvested for BM. CD45.1<sup>+</sup> and CD45.2<sup>+</sup> BM cells were mixed in a ratio of 1:1 and injected into lethally irradiated 8-week-old CD45.1<sup>+</sup> recipient B6.SJL-Ptprc-Pep3/BoyJ female mice. Mice were bled at 4, 8, 10, 12, 14, 16, and 20 weeks after BM injection for analysis of the peripheral blood. For serial secondary transplantation assays, WT/MLL-Af4 or I3KO/MLL-Af4 mice that succumbed to leukemia at 10-14 weeks post-transplantation were euthanized and the BM collected. For each group, 10<sup>6</sup>, 10<sup>5</sup>, or 10<sup>4</sup> donor BM cells were injected per mouse into 8-week-old immunocompetent CD45.1<sup>+</sup> recipient B6.SJL-Ptprc-Pep3/BoyJ female mice. Mice were bled at 2 and 4 weeks after BM injection for analysis of the peripheral blood. Sample size are as follows: n=6 10<sup>6</sup>, n=10 10<sup>5</sup>, and n=10 10<sup>4</sup> for WT and I3KO. Experiments were completed at least 3 times for validation. All mice were purchased from the Jackson Laboratory and housed under pathogen-free conditions at UCLA.

*Colony formation assays.* WT and I3KO MLL-Af4 Lin<sup>-</sup> cells were sorted as described previously and 100,000 cells were plated on M3434 (MethoCult) methylcellulose medium containing SCF, IL-3, IL-6, and EPO. Following G418 selection, 5,000 MLL-Af4 expressing WT or I3KO Cas9-GFP Lin<sup>-</sup> cells were plated on M3434 methylcellulose

medium. Colonies were counted at 7 and 14 days after plating. Experiments were completed at least 3 times for validation.

*Flow cytometry staining.* Blood, BM, thymus, and spleen were collected from the mice under sterile conditions at 14 weeks post-transplant, 24 weeks post-transplant, or when mice showed premonitory status. Single cell suspensions were lysed in red blood cell lysis buffer. Fluorochrome-conjugated antibodies were used for staining. For intracellular staining, after initial staining with surface marker antibodies and fixation with IC Fixation Buffer (Thermo Scientific) cells were incubated with antibodies against intracellular antigens Ki67 (BioLegend 652403) with 1X Permeabilization Buffer (Thermo Fisher Scientific). After 30 minutes of staining at RT, cells were washed twice with Permeabilization Buffer and fixed with 1% PFA. Flow cytometry was performed at the Eli and Edythe Broad Center of Regenerative Medicine and Stem Cell Research UCLA Flow Cytometry Core and the UCLA JCCC Flow Core on a BD FACS LSRII instrument. Analysis was performed using FlowJo software.

*eCLIP Library Preparation.* Following immunoprecipitation, two percent of each sample was then removed for size matched input libraries. Immunoprecipitated IGF2BP3 and crosslinked RNA were run on and excised from an acrylamide gel. Library preparation was performed as outlined in the Eclipse BioInnovations Inc eCLIP kit (Eclipse BioInnovations ECEK-0001) and final libraries were excised from an acrylamide gel.

*eCLIP statistical details.* Peaks were removed if they overlapped a minimal amount of peak length (0.0001). Peaks were further filtered for a  $p$ -value  $< 0.05$ . Motif analysis was conducted for 4-6 and 6-8bp long motifs over the HOMER standard shuffled background. Distances from peaks to splice sites were determined using bedtools closest.

*RNA seq library preparation.* The Agilent 2100 Bioanalyzer using RNA pico chip was utilized to quality check total RNA. The Universal plus mRNA-Seq Kit (NuGEN Technologies 0520-24) was used to generate strand-specific RNA-seq libraries. Samples were subjected to poly(A) RNA selection, RNA fragmentation and double-stranded cDNA generation using a mixture of random and oligo(dT) priming. The cDNA samples were then subjected to end repair to generate blunt ends, adapter ligation, strand selection, and PCR amplification to generate the final library. To multiplex samples in one sequencing lane, different index adapters were used.

*MISO annotation.* The MISO event database for pairwise alternative splicing events for mm10 ("exon-centric annotation") was downloaded from [hollywood.mit.edu/burgelab/miso/annotations/](http://hollywood.mit.edu/burgelab/miso/annotations/). MISO estimates expression level for each annotated event, which is quantified as the percent spliced in (PSI). Delta PSI was calculated by subtracting PSI of the I3KO sample from WT for each event. Significant differential splicing events were filtered between WT and I3KO samples by requiring that  $\Delta \text{PSI} > 0.1$ , Bayes factor  $\geq 10$ , and the sum of exclusion and inclusion reads  $\geq 10$ .

*Survival data analysis.* Survival data was computed using the Kaplan-Meier method and survival curves were compared using a Log-rank test on GraphPad Prism software. A total sample size of 24 mice will have  $> 80\%$  power to detect a hazard ratio of 0.16,

assuming the proportion of the control group without leukemia is 8%, using a two-sided Log-rank test with significance level at 0.01.

*Significance threshold.* A P value less than 0.05 was considered significant. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001, and \*\*\*\*P < 0.0001.

## REFERENCES

1. Bursen A, Schwabe K, Rüster B, Henschler R, Ruthardt M, Dingermann T, et al. The AF4·MLL fusion protein is capable of inducing ALL in mice without requirement of MLL·AF4. *Blood*. 2010;115(17):3570-9.
2. O'Connell RM, Balazs AB, Rao DS, Kivork C, Yang L, Baltimore D. Lentiviral Vector Delivery of Human Interleukin-7 (hIL-7) to Human Immune System (HIS) Mice Expands T Lymphocyte Populations. *PLOS ONE*. 2010;5(8):e12009.
3. Rao DS, O'Connell RM, Chaudhuri AA, Garcia-Flores Y, Geiger TL, Baltimore D. MicroRNA-34a Perturbs B Lymphocyte Development by Repressing the Forkhead Box Transcription Factor Foxp1. *Immunity*. 2010;33(1):48-59.

How the deposited data were processed for this re-analysis (not part of the article)

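The samples listed are 32 libraries of mouse cells: 12 of RNA-seq (WT/MLL-Af4 and I3KO/MLL-Af4, 3 of each genotype in Lin− and in CD11b+ cells), 10 of IGF2BP3 eCLIP from WT/MLL-Af4 cells (6 from Lin− cells, of which 3 biological and 3 technical, and 4 from CD11b+ cells, of which 2 biological and 2 technical) and the 10 size-matched inputs of these. Cell types, RNA-seq genotypes, replicate numbers and the kind of replicate were taken from the sample labels. That the RNA-seq cells carried MLL-Af4 was taken from the paper's results, and that the eCLIP and input libraries came from WT/MLL-Af4 cells from the legend of Fig. 6. The labels do not pair technical with biological replicates, and no pairing was assumed.

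For RNA-seq, the authors mapped single-end, strand-specific reads to mm10 with STAR, masked repeats with Bowtie 2 and RepeatMasker, and compared genotypes with DESeq2. For Lin− cells, the methods name fdrtool for the p. The authors deposited 1 comparison table per cell type, with the mean normalized count, the log2 fold change of I3KO over WT and its standard error, the Wald statistic, the p and the Benjamini–Hochberg adjusted p of each gene. No model was refitted, since per-library values were not analysed here, and regrouping of the libraries was therefore not possible. The log2 fold changes, standard errors, p-values and adjusted p-values printed for genes are the authors' deposited ones. For eCLIP, the authors trimmed, repeat-filtered, mapped and deduplicated the reads, called peaks per library with CLIPper and removed peaks that overlap smInput peaks. The value deposited with each peak, at most 0.05, has no column name and was read as the CLIPper p, on which the alternatives with a CLIPper p below 0.001 rest. According to the file headers, inputs and eCLIP libraries differed in the deduplication and peak calling settings. Tool versions of the authors are not given in the tables or headers.

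The deposited values were read with pandas 2.3.3 and NumPy 2.4.6 under Python 3.11.15. Tests used SciPy 1.17.1, intervals were merged and shuffled with bedtools 2.31.1, and plots were drawn with matplotlib 3.10.9. Coordinates refer to GRCm38 (mm10) and are counted from 1. Genes, exons, UTRs and splice sites came from GENCODE release M21, the basic set, with the comprehensive set as an alternative. Genes were joined between tables, peaks and annotation by Ensembl gene ID without the version.

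DEGs had an adjusted p below 0.1 and an absolute log2 fold change above 1, as in the paper's methods. A gene was bound if at least 1 smInput-filtered peak of any library of the cell type carried its ID. Peaks of all libraries of a cell type were merged where they overlapped on the same strand. Bound DEGs were compared with the other genes that have an adjusted p by Fisher's exact test, and with 10000 random gene lists of the same size and the same distribution over 10 groups of mean expression. Lists matched on gene length used 10 groups of each measure. Peaks were shuffled 1000 times over the genome, over annotated genes and over expressed genes, those with a mean of at least 10 normalized counts. For splice sites and motifs, each peak was moved 1000 times to a random place in its own gene. The ranking of all 6-mers and the values per library used 200 draws, for which the smallest p is 0.00995. All tests are two-sided. Peak location shares were computed per library and compared over biological replicates by exact permutation, where 3 replicates against 2 allow 10 splits and no p below 0.1. Confidence intervals of shares are Wilson intervals at 95% and cover counting error only. Read depth is unknown for each eCLIP library, so the number of peaks is the only measure of yield, and a gene without a peak is not shown to be unbound.

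The genes named in the text follow a rule: every gene that the results text names for RNA-seq or eCLIP or that Fig. 5a and b label, the 5 bound DEGs with the smallest adjusted p in each direction and cell type, and the 5 genes with the most merged peaks in each cell type. The figure labels and the first part of the supplementary tables had been seen when this rule was written. Labelled genes of Fig. 5a and b without a statement in the text are counted among the DEGs and not listed 1 by 1. Some genes that this rule includes are not reported. A monocyte and macrophage list, a neutrophil granule list and a list of sex chromosome genes were written before they were tested.

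The tests, the main settings and 54 alternatives were chosen before the data were examined, and 15 alternatives were added after. The alternatives covered the null distribution and thresholds for DEGs, low expression, biological replicates only, a peak in at least 2 biological replicates, leaving out each biological replicate (with the technical libraries left out too), peaks before the smInput filter, a CLIPper p below 0.001, gene length in the random lists, the annotation and the part of the peak it is applied to, the distance to splice sites, the length of the motif, and the overlap between peaks.

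The comparisons were tested on simulated data. Binding was simulated to depend on expression and gene length, and lists of 400 genes were drawn more often among long genes, with no further link to binding. Fisher's exact test gave a p below 0.05 in 120 of 200 runs for Lin− cells and 113 of 200 for CD11b+ cells. Lists matched on expression did so in 51 and 72 runs, and lists matched on expression and length in 6 and 10. Simulated enrichment was found in all 200 runs by each of these. For the median log2 fold change, lists of unbound genes matched on expression gave a p below 0.05 in 40 and 18 of 100 runs without a difference, and lists of bound and unbound genes alike in 8 and 6. Peaks placed at random lay within 50 nt of a 3′ss as often as moved peaks (ratio 1.00), and 3000 peaks placed at a 3′ss were all found there. Calls on simulated Wald statistics with a null scale of 0.6 held 0.0% false calls by the normal null and 8.11% by the estimated null in Lin− cells at a log2 change of 1.5, and with a scale of 1.1 the normal null gave 20.0% false calls.

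Left out were the alternative splicing events of the MISO analysis, which were not analysed here, the RT-qPCR and western blot experiments, and the gene set enrichment analyses, whose gene sets were not used here. HOMER was not used, so motifs were counted as 6-mers and peaks annotated by the rules above.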

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

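The tests of the transgene, of gene length in CD11b+ DEGs and of the inputs used by the filter were chosen only after the results were seen, although the comparison matched on gene length was itself set beforehand.

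In technical library 5 of Lin− cells, 22.7% of the peaks removed by the smInput filter overlapped a peak of the library's own smInput, far from the other Lin− libraries, which lay between 81.9% and 98.3%. In all, 32 groups of 4 or 6 libraries were examined for a library far from the others. Chance gives such a library in about 1.6 of 32 groups, and this was the 1 found. The smInput of this library had 217 peaks, the fewest of all inputs. A filter on more than 1 input was tested as the explanation. For each library, 2 inputs shared no base with its filtered peaks, and 100% of the peaks removed from library 5 overlapped one of these inputs. The same held for the removed peaks of the other libraries. This is consistent with a filter that used 2 inputs per library, so that the low value reflects the authors' filtering. For library 5 these were inputs 2 and 5. The labels do not pair technical with biological libraries, no pairing was assumed, and no biological explanation was tested.

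The odds ratio of binding among DEGs was 2.09 times as high in CD11b+ cells (1.24) as in Lin− cells (0.594), and the difference itself was tested across genes (z = 4.90, p = 9.7e-07, n = 829 and 400 DEGs). Genes are not independent replicates, and with the biological libraries alone the CD11b+ odds ratio was 1.13 (Fisher's exact test, p = 0.113). Without replicate 1 or 2 of these, it was 1.03 or 1.13. The Lin− odds ratio was 0.379 among genes with a mean of at least 10 normalized counts. With DEGs at an adjusted p below 0.05 and no fold change threshold, an alternative chosen after seeing the data, it was 1.03 (Fisher's exact test, p = 0.810), against 1.25 in CD11b+ cells, so the contrast depends on the DEG list. Gene length was tested as an explanation of the CD11b+ excess. Lists matched on expression and length held a median of 301 bound genes (279 to 323), against 312 among the DEGs, so that the excess over lists matched on expression alone (250.0) is consistent with the greater length of the DEGs. In Lin− cells, lists matched on expression held 68 bound genes against 71, which is in line with the low odds ratio following from the low expression of many Lin− DEGs. The read depth of the eCLIP libraries is unknown, and a difference in IGF2BP3 binding between the cell types stays open and untested.

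Of 51 genes called in both cell types, 35 changed in opposite directions, and for 34 of them the log2 fold changes of the authors' deposited tables differed between cell types at an adjusted p below 0.1. Over all 18342 genes compared, 280 passed this test. Genes selected for opposite changes past both thresholds are bound to differ, so the count says less than the direction, which was higher in Lin− and lower in CD11b+ I3KO/MLL-Af4 cells for 31 of the 35. A changed share of monocytes and macrophages was tested with a list of 18 marker genes. The median log2 fold change of the list was 1.65 in Lin− cells (95% of matched lists -0.13 to 0.09), with 16 of 18 genes higher. In CD11b+ cells it was -2.28 (-0.36 to 0.26), with 16 of 17 genes lower. Both permutation p were 0.0002, the smallest that 10000 lists can give. Here and below, the lists treat genes as independent, so these p do not measure the spread between libraries. Of the monocyte and macrophage list, 4 genes were Lin− DEGs and 8 were CD11b+ DEGs by the deposited adjusted p. Standard errors were wide for some other genes in Lin− cells, such as *C1qb* (3.31, standard error 2.03) and *Mrc1* (2.61, standard error 1.79). The 5 most abundant genes of the list had medians of 1.19 and -2.01, and *Lyz2* had deposited log2 fold changes of 1.82 and -1.87. A list of neutrophil granule genes moved by 0.11 in Lin− cells (permutation p = 0.0276, 8 of 14 higher). In CD11b+ cells it moved by 0.97 (permutation p = 0.0002, 10 of 13 higher), with *Mpo* at 5.34 and *Elane* at 2.47. Only 3 of its genes were CD11b+ DEGs. *Lcn2* (0.06), *Ltf* (0.29) and *S100a8* (0.29) lay near 0 there, and *Cxcr2* (-0.17), *Mmp9* (-0.41) and *Retnlg* (-0.88) below 0. The 5 most abundant neutrophil granule genes had medians of 0.72 in Lin− and 1.48 in CD11b+ cells. *Mpo* was also higher in Lin− cells (1.18), so the Lin− rise was not limited to monocytic genes. The values are consistent with a changed share or maturation of myeloid cells in Lin− cells and of monocytic cells in CD11b+ cells. A change of expression within each cell cannot be separated from this without values per cell, and an effect of the genotype on differentiation is among the open explanations. With the normal p, 8 Lin− DEGs were left, and a null estimated from the statistics gave 406. The Lin− calls of the shared DEGs thus rest on a null narrower than the normal one. The medians of the marker lists are log2 fold changes and do not use this null.

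In Lin− eCLIP libraries, 1385 peaks on *Aff1* and 405 on *Kmt2a* were called, which the paper does not report. The inputs held 8 and 15. All *Aff1* peaks lay in coding exons, from exon 5 to exon 20 of 20, with 623 in exon 11 and a median width of 6 nt. The *Kmt2a* peaks lay in exons 1 to 9 of 36, and 400 of the 405 in the coding sequence. None was intronic in either gene. Among 28 other genes with at least 50 Lin− peaks, 6 had no intronic peak and the median share of intronic peaks was 52.5%. In CD11b+ cells, *Aff1* had 12 peaks, of which 7 were intronic, and *Kmt2a* had 58, of which 1 was intronic. The 5′ part of *Kmt2a* and the 3′ part of *Aff1* are the parts joined in MLL-Af4, so the positions are consistent with peaks from transcripts of the transgene. Whether IGF2BP3 binds these transcripts or they are carried along because they are abundant was not tested. *Aff1* is a Lin− DEG in the authors' deposited table, with a log2 fold change of -1.53, and counts there may include reads of the transgene. A lower level of the transgene in I3KO/MLL-Af4 Lin− cells was not tested here. The paper measured *MLL* by RT-qPCR in Lin− cells of both genotypes (Supplementary Fig. 5a), and those values were not used here. It also reports equal transduction of WT and I3KO donor marrow by DNA copy number and western blot. From the deposited values alone, the level of the transgene stays open.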

How the results depend on the processing

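Added after the data were seen were the alternatives of an adjusted p below 0.05 without a fold change threshold, of leaving out *Aff1* and *Kmt2a*, of other random lists for the log2 fold change of bound genes, of the comprehensive annotation, of moves to intronic places or to places without an exonic base, and of the inputs that remove a peak.

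Over 42 results, 289 alternative values were computed, and each alternative set beforehand was run. Direction and side of the threshold, or a value within its spread, were kept in 251. Of the others, 10 moved by more than the spread, 13 lost their significance, 1 gained it and 14 changed direction. The cause was not tested for any of these except where it is given.

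The normal p of the Wald statistic left 8 Lin− DEGs, because the deposited Lin− p were made smaller by a narrower null. With these few genes, the odds ratio of binding became 1.66, the ratio of peaks to matched lists 1.60 (permutation p = 0.376), the ratio to peaks shuffled over annotated genes 1.62 (permutation p = 0.0799) and over expressed genes 1.05 (permutation p = 0.909), and the odds ratio of shared DEGs 3.12 (Fisher's exact test, p = 0.301). A null estimated from the statistics gave 470 CD11b+ DEGs, because their statistics are wider than a normal null. Lists with an adjusted p below 0.05 and no fold change threshold gave Lin− odds ratios of 1.03 for binding and 1.08 for downregulated against upregulated DEGs. Their bound share lay 3.88 percentage points above matched lists (permutation p = 0.0408).

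Requiring a peak in at least 2 biological replicates changed the odds ratio of binding to 0.992 in CD11b+ cells and that of downregulated against upregulated DEGs to 1.23 in Lin− cells. The CD11b+ odds ratio fell to 1.13 with biological replicates only (Fisher's exact test, p = 0.113), to 1.101 with a CLIPper p below 0.001 (p = 0.274) and to 1.098 with a mean of at least 10 normalized counts (p = 0.215). The last of these moved the Lin− odds ratio of downregulated against upregulated DEGs to 1.01. Values without a replicate use the remaining biological libraries and no technical ones, except for peak location, where the biological libraries are the starting point. They are therefore set beside the values with biological replicates only. The CD11b+ odds ratio of binding then lay between 1.03 and 1.13. The Lin− odds ratio of downregulated against upregulated DEGs lay between 0.795 and 1.29 (0.863 with biological replicates only), and it was above 1 only without Lin− replicate 2. The CD11b+ odds ratio of downregulated against upregulated DEGs was 2.09 with biological replicates only, 2.78 without replicate 2 and 1.52 without replicate 1. The excess of the bound share over matched lists was 3.14 percentage points in CD11b+ cells without replicate 1 and 4.58 without replicate 2, against 5.31 with both biological replicates and 7.48 over all 4 libraries. In Lin− cells it was 0.75 over all libraries and 2.00 with biological replicates only, with 2.25 without replicate 1, 0.25 without replicate 2 and 1.25 without replicate 3.

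Matching on gene length brought the bound share of DEGs to 1.33 percentage points above the lists in CD11b+ cells and to -1.25 in Lin− cells. It turned the difference in log2 fold change between bound genes and lists in CD11b+ cells to -0.00902 with unbound genes (permutation p = 0.0908) and to -0.0125 with bound and unbound genes alike (permutation p = 0.0096). These lists differ from the others only in the matching on length. Matched on expression alone, the difference was 0.10 with CD11b+ biological replicates only, 0.07 without replicate 2 and 0.13 without replicate 1.

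Without *Aff1* and *Kmt2a*, the Lin− ratio of peaks in DEGs to matched lists was 1.25 (permutation p = 0.084). That ratio rose from 1.45 over all libraries to 2.14 with biological replicates only, 2.81 without Lin− replicate 1, 2.92 without replicate 2 and 3.03 without replicate 3. Part of the rise follows from merging, as the 1385 *Aff1* peaks merge to 33 regions over 6 libraries, and the fewer peaks left merge to 87, 140, 135 and 137. The rest of the cause was not tested. The Lin− ratio to peaks shuffled over annotated genes rose from 0.547 to 0.818 with biological replicates only and to between 0.972 and 1.13 without a replicate, above 1 without replicate 1 (1.07, permutation p = 0.246) and without replicate 3 (1.13, permutation p = 0.032). It was 0.889 (permutation p = 0.118) with a CLIPper p below 0.001. Before the smInput filter, the ratio over the genome was 1.13 (permutation p = 0.0919). Over the genome, the ratio was 1.83 with biological replicates only, 2.40 without Lin− replicate 1, 2.18 without replicate 2 and 2.53 without replicate 3, against 1.22 over all libraries. Over expressed genes these were 0.558, 0.733, 0.663 and 0.771, against 0.373.

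The intronic share was 30.7% in Lin− and 69.8% in CD11b+ cells when any exonic base made a peak exonic, and the cause was not tested. In CD11b+ cells it was 71.1% before the smInput filter and 69.0% with the comprehensive annotation. The Lin− share, whose replicates spread more, was 60.5% and 54.6% in these, and 59.1% with a CLIPper p below 0.001. Without Lin− replicate 2 the Lin− share was 76.3%, and the difference between cell types in introns was -1.59 percentage points instead of -9.58. The difference in 3′UTRs was -2.02 without CD11b+ replicate 1 and -9.15 without replicate 2. The cell types were also compared as a replicate block, within replicate numbers 1 and 2, although the samples share only a number. The difference of Lin− minus CD11b+ cells was then -5.54 percentage points for 3′UTRs (-5.58 without the block), 15.2 for other exons and -13.3 for introns. The deviations of replicates with the same number had correlations of -0.419 and -0.320 across classes, which gives no sign of pairing.

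The CD11b+ ratio at the 5′ss was 1.05 (permutation p = 0.226) for peaks with a CLIPper p below 0.001. The ratio of CA-rich 6-mers stayed between 2.57 and 3.28 in Lin− cells and between 2.92 and 6.29 in CD11b+ cells with a replicate left out, and that at the 3′ss between 6.43 and 9.10 and between 2.53 and 2.71. The CD11b+ ratio of 6-mers was 4.99 over all 4 libraries and 2.92 without replicate 2, in the 1 biological library left. An overlap of at least 50% of the peak lowered the share of peaks shared between biological replicates to 34.3% and 38.8%, and the CD11b+ peaks removed by their own input to 74.9% on the same strand and 75.0% on either strand, as a stricter overlap must.

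Depth is unknown for the eCLIP libraries, so neither the absence of a peak nor a difference in peak number between libraries can be set against sequencing depth. With 3 and 2 biological replicates, no difference in peak location can reach a p below 0.1.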

Differences from the paper's values

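The alternative with an adjusted p below 0.05 and no fold change threshold was chosen only after the values were seen.

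The differences concern the numbers of shuffled peaks within DEGs in Supplementary Fig. 6b, all read by eye from the figure and marked as the paper's. Values are said to differ when the larger is more than 1.5 times the smaller and the gap exceeds the SD over shuffles, so a value that no longer differs can still lie several SD from the paper's. Values without a replicate use the remaining biological libraries and no technical ones. In Lin− cells, peaks shuffled over the genome gave about 120 in the paper's figure and 204 here. Of the alternatives set before the data were examined, the value no longer differed with biological replicates only (177), without replicate 1 (146), 2 (127) or 3 (138), and with a CLIPper p below 0.001 (85.1). It still differed with a mean of at least 10 normalized counts (191), with DEGs by the normal p (4.33) and before the smInput filter (208). Over expressed genes, the paper's figure shows about 300 in Lin− cells, and 670.2 were found here. The value no longer differed without replicate 2 (416) and with a CLIPper p below 0.001 (280.3). The other alternatives, biological replicates only (579), without replicate 1 (478) or 3 (451), a mean of at least 10 (667), DEGs by the normal p (15.2) and peaks before the filter (682), all differed.

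In CD11b+ cells, the genome shuffle gave about 150 in the paper's figure and 305 here. It no longer differed without replicate 1 (173), without replicate 2 (147) and with a CLIPper p below 0.001 (157). It differed with biological replicates only (245), before the filter (315), with a mean of at least 10 (300.5) and with DEGs by the normal p (305). Over annotated genes, the paper's figure shows about 360, and 683 were found here. Without replicate 1 (388), without replicate 2 (329) and with a CLIPper p below 0.001 (353) it no longer differed, and neither did it with the DEGs at an adjusted p below 0.05 without a fold change threshold (522), an alternative chosen after seeing the values. With these DEGs the others still differed, with 199.9 over the genome and 677 over expressed genes in Lin− cells and 233 and 940.5 in CD11b+ cells. Over annotated genes, the value differed with biological replicates only (549), before the filter (704), with a mean of at least 10 (672) and with DEGs by the normal p (683). Over expressed genes, about 390 in the paper's figure stand against 1228 here, and each alternative set before the data were examined differed. Those values ran from 589.8 without replicate 2 to 1266 before the filter.

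The paper's figure shows the peaks of the data above the shuffled peaks of each kind in both cell types. Here, that held over the genome in both cell types and over annotated genes in CD11b+ cells. The data lay below the shuffled peaks over annotated genes (250 against 457) and expressed genes (250 against 670.2) in Lin− cells and over expressed genes (906 against 1228) in CD11b+ cells.

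The paper's counts of DEGs are 189 upregulated and 172 downregulated in Lin− cells and 208 and 418 in CD11b+ cells. The thresholds of the paper's methods gave 205 and 195, and 292 and 537, within 1.5 times the paper's counts. An adjusted p below 0.05 without a fold change threshold gives 189 and 172, and 208 and 418, the paper's counts. This was 1 of 6 combinations of thresholds, chosen after seeing the values, and since only counts were compared, how many of the paper's called genes it drops is not known, beyond the counts being equal. With an adjusted p below 0.05 and the fold change threshold, 205 and 418 genes passed in CD11b+ cells.

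The paper reports *Csf2rb* decreased in I3KO/MLL-Af4 Lin− cells by RT-qPCR, and the authors' deposited table gives it higher, with a log2 fold change of 0.68 (adjusted p = 0.0252 by the authors' test). The other genes that the paper names with it, *Notch1* (-0.86), *Cd69* (-0.78), *Hoxa9* (-0.92), *Hoxa10* (-1.27) and *Hoxa7* (-0.85), were lower, as the paper states.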

Other observations

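The tests of exons near splice sites, of dinucleotide repeats and of neighboring genes anywhere in the genome were chosen only after the results were seen.

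Lin− peaks lay near 3′ss more often than moved peaks. Signal already in the inputs is argued against, since input peaks lay there less often than moved ones, with a ratio of 0.595 in Lin− cells. In CD11b+ inputs it was 0.709. Of the Lin− peaks with an intronic center, 47.2% had no exonic base, so the ratio of 12.7 for intronic centers does not exclude signal from exons. Among the 12616 without an exonic base, 26.1% lay within 50 nt of a 3′ss, against 1.78% after moves to places without one, a ratio of 14.7, which argues against a higher density of peaks in exons as the whole cause. The CA-rich element does not place the peaks there, because 2.02% of the intronic Lin− peaks within 50 nt of a 3′ss held ACACAC or CACACA against 22.8% of those farther away. In CD11b+ cells these shares were 1.96% and 21.8%. Intronic Lin− peaks near a 3′ss had a median pyrimidine content of 60.4%, those farther away 50.0%. In CD11b+ cells these were 60.4% and 44.7%. The polypyrimidine tract lies near the 3′ss whatever places the peaks, and no background from there was compared, so the content decides nothing. Whether a preference of the crosslinking for pyrimidines or another protein at the tract contributes was not tested. A role of IGF2BP3 at the 3′ss stays open.

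The excess of ACACAC or CACACA was also found in the inputs, with a ratio of 3.72 in Lin− cells against 3.21 in the eCLIP peaks. The supplement places the inputs after the immunoprecipitation, so they may hold RNA bound by IGF2BP3. The input ratio therefore cannot tell background from binding. In CD11b+ cells the input ratio was 3.66 against 4.99, with libraries from 2.92 to 6.57, so that the inputs and the eCLIP peaks cannot be told apart at this spread. Dinucleotide repeats on either strand would raise the reverse complement GTGTGT or TGTGTG as much. Its ratio was 5.09 in CD11b+ eCLIP peaks, in line with repeats, and 1.70 in Lin− cells, where it lay between no excess and that of the CA-rich 6-mers and this explanation cannot be told apart from a preference for CA. In the inputs, GTGTGT or TGTGTG gave ratios of 0.601 and 0.569, below moved peaks, so repeats on either strand do not account for the CA-rich 6-mers of the inputs.

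In CD11b+ cells, downregulated DEGs were bound more often than upregulated ones. Gene length is argued against, since lists matched on expression and length held a median of 186 bound genes (169 to 203) against 228 among downregulated DEGs, and 115 (102 to 129) against 84 among upregulated DEGs. Peaks were called in WT cells, in which downregulated genes are more abundant. Lists matched on the level in WT cells and on length held 219 bound genes (201 to 236, permutation p = 0.317) and 86 (74 to 99, permutation p = 0.784), which is consistent with easier detection of peaks on the transcripts that WT cells express more. A stabilizing effect of binding is not excluded by this. CD11b+ bound genes as a whole lay above unbound genes matched on expression, but with lists matched on length too the difference was -0.00902, in line with gene length as the cause.

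The *Hoxa* genes lie on the same chromosome as *Igf2bp3*, within 5 Mb. In Lin− cells, 10 *Hoxa* genes had a median log2 fold change of -0.66 (permutation p = 0.0006). The other 91 genes within 5 Mb had a median of 0.0337 (permutation p = 0.145), with 41 of the 91 lower. Genes on both sides of 0 leave an effect of the locus on the *Hoxa* genes undecided. In CD11b+ cells, 9 *Hoxa* genes had a median of -0.89 (permutation p = 0.0046), and the other 65 genes had one of -0.26 (95% of matched lists -0.18 to 0.16, permutation p = 0.004). Neighboring genes changing together anywhere were argued against, since 23 of 1559 windows of the same span (1.48%) had a median as low. An effect of the deleted locus or of flanking sequence on its neighbors may be present in CD11b+ cells, a hypothesis found on these data.

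Among the 5 bound downregulated DEGs with the smallest adjusted p in Lin− cells were *Gm47283* on chromosome Y and *Gm21887* and *Mid1* on chromosome X. They include genes of the region that the sex chromosomes share, so reads of *Gm47283* need not come from chromosome Y. *Xist* had a log2 fold change of 0.0143 in the authors' deposited table (standard error 0.37), which argues against unequal sexes of the genotypes. In CD11b+ cells, the deposited log2 fold changes were 1.23 for *Xist* (standard error 0.66) and -0.37 for *Ddx3y* on chromosome Y (standard error 0.43). Each is within 2 standard errors of 0. The supplement gives female donors and recipients for the transplants, and the mean normalized counts of *Ddx3y* and *Uty*, both on chromosome Y, were 103 and 2.28 in CD11b+ cells, against 12560 for *Xist*. Reads shared between copies of these genes were not tested.

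Lin− upregulated DEGs, 151 of which the CD11b+ table also tests, had a median CD11b+ log2 fold change of -0.65 (95% of matched lists -0.13 to 0.09), and 104 of them were below 0. Lin− downregulated DEGs had one of -0.37. By the normal p, the Lin− DEGs were *Igf2bp3*, *Gm47283*, *Gm49980*, *Prdm16*, *Gm21887*, *Espnl*, *Gm5784* and *Gm21742*, 8 genes named after their values were seen.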
